# p16-dependent increase of PD-L1 stability regulates immunosurveillance of senescent cells

**DOI:** 10.1038/s41556-024-01465-0

**Published:** 2024-08-05

**Authors:** Julia Majewska, Amit Agrawal, Avi Mayo, Lior Roitman, Rishita Chatterjee, Jarmila Sekeresova Kralova, Tomer Landsberger, Yonatan Katzenelenbogen, Tomer Meir-Salame, Efrat Hagai, Ilanit Sopher, Juan-Felipe Perez-Correa, Wolfgang Wagner, Avi Maimon, Ido Amit, Uri Alon, Valery Krizhanovsky

**Keywords:** Senescence, Immune evasion

## Abstract

The accumulation of senescent cells promotes ageing and age-related diseases, but molecular mechanisms that senescent cells use to evade immune clearance and accumulate in tissues remain to be elucidated. Here we report that p16-positive senescent cells upregulate the immune checkpoint protein programmed death-ligand 1 (PD-L1) to accumulate in ageing and chronic inflammation. We show that p16-mediated inhibition of cell cycle kinases CDK4/6 induces PD-L1 stability in senescent cells via downregulation of its ubiquitin-dependent degradation. p16-expressing senescent alveolar macrophages elevate PD-L1 to promote an immunosuppressive environment that can contribute to an increased burden of senescent cells. Treatment with activating anti-PD-L1 antibodies engaging Fcγ receptors on effector cells leads to the elimination of PD-L1 and p16-positive cells. Our study uncovers a molecular mechanism of p16-dependent regulation of PD-L1 protein stability in senescent cells and reveals the potential of targeting PD-L1 to improve immunosurveillance of senescent cells and ameliorate senescence-associated inflammation.

## Abstract (web summary)

Majewska et al. show that p16-expressing senescent cells enhance the stability of the immune checkpoint PD-L1 by downregulating its proteasome-mediated ubiquitin-dependent degradation, leading to their accumulation in ageing and chronic inflammation.

## Main

Senescent cells accumulate in tissues with age, disrupt tissue homeostasis, promote ageing and limit lifespan^1^. Conversely, the elimination of senescent cells substantially delays the onset of age-related phenotypes, including age-associated inflammation (inflammageing), and extends the lifespan in animal models^2,3^. However, the therapeutic potential of senolytic drugs that could selectively clear senescent cells is hampered due to their insufficient specificity and toxicity^4^. Understanding the molecular basis underlying the impaired immunosurveillance of senescent cells, and thus allowing their presence in ageing tissues could provide strategies regulating senescent cell turnover and ameliorating senescence-associated phenotypes.

The age-dependent decline of immune-mediated clearance of senescent cells depends on senescent cell-autonomous mechanisms that inhibit their removal^5,6^, and functional impairment of the aged immune system (immunosenescence)^7,8^. Still, the intrinsic properties of senescent cells limiting their immunosurveillance and mechanisms explaining the immunosenescence-associated increased senescent cell burden in ageing and diseased tissues remain to be elucidated.

In this Article, we used mass cytometry to study senescent cell accumulation in ageing and chronically inflamed lungs in mice. We found that p16-positive senescent cells upregulate protein programmed death-ligand 1 (PD-L1) to evade immunosurveillance and accumulate in ageing and chronic inflammation. Our study reveals the molecular mechanism that regulates PD-L1 stability in senescent cells. p16-mediated inhibition of cyclin-dependent kinases (CDK)4/6 downregulates ubiquitin-dependent proteasomal degradation of PD-L1 leading to its accumulation in senescent cells. Moreover, sequencing of p16-expressing alveolar macrophages (AMs) in chronic lung inflammation has revealed a transcriptional immunosuppressive signature coupled to p16 expression. We show that activating PD-L1 antibody engaging Fcγ receptors on effector cells enhances immune-mediated clearance of senescent cells in vivo. Consistent with this, the administration of these activating PD-L1 antibodies to naturally ageing mice and mice with chronically inflamed lungs reduces p16 and PD-L1 double-positive senescent cells, and ameliorates senescence-associated inflammation.

## Results

### p16-positive senescent cells upregulate immune checkpoint PD-L1 in ageing and chronic inflammation

Immunosenescence has a causal role in driving systemic ageing, including an increased burden of senescent cells^7^. To unravel cell-autonomous mechanisms leading to impaired immunosurveillance of senescent cells, we investigated functional phenotypes of immune cells undergoing senescence with age. We performed a mass cytometry analysis on lung immune cells from young 2-month-old and aged 24-month-old C57BL/6 wild-type mice. The two-dimensional reduction ‘viSNE’ (Vi-distributed stochastic neighbor embedding) and FlowSOM-based clustering of the CD45^+^ immune cells distinguished AMs and interstitial macrophages (IMs), natural killer (NK) cells, eosinophils, neutrophils, CD4^+^ and cytotoxic CD8^+^ T cells, and CD11b^+^CD11c^+^ myeloid cells (Fig. 1a and Extended Data Fig. 1a). In aged lungs, the frequencies of AMs and CD11b^+^CD11c^+^ myeloid cells were significantly increased, both the relative and absolute cell numbers (Fig. 1b and Extended Data Fig. 1b,c). We then analysed each of the identified immune cell types for the expression of senescence-related proteins. Remarkably, AMs were particularly enriched for senescence (p16 and p21), pro-inflammatory (p-p38 and p-p65) and immunoregulatory (major histocompatibility complex I; MHCI) markers in aged mice compared with young counterparts (Fig. 1c). Strikingly, AM also showed the highest expression of immune checkpoint protein PD-L1 comparing to all other immune subsets (Fig. 1d). Of note, AMs showed a significantly increased level of PD-L1 as a function of p16 expression, which was further pronounced in ageing (Fig. 1e,f). Single-cell analysis of AMs revealed a positive correlation between p16 and PD-L1 (Spearman’s rank correlation coefficient of the young (0.9) and old (0.9) mice; Fig. 1f). We then wanted to understand if p16 expression is coupled with the other proteins related to the senescent phenotype. We analysed fold change of expression of senescence-related proteins as a function of p16 level and found that cyclin-dependent kinase inhibitor p21 (Cdkn1a), anti-apoptotic protein B cell lymphoma extra large (BCL-XL) and MHCI showed the most striking correlation with p16, irrespective of the age of mice (Fig. 1g). Increased expression of p21 and BCL-XL is known to underlie senescent cells’ resistance to apoptosis and can contribute to their accumulation in tissues^9,10^. To understand if the observed phenomena is not limited to AMs, we analysed lung epithelium, which is known to accumulate senescent cells in ageing^11,12^. Similarly to AMs, epithelial cells showed significant upregulation of PD-L1 expression as a function of p16 expression in both young and old mice, but again with higher levels in old mice (Spearman’s rank correlation coefficient of young (0.73) and old (0.86) mice; Fig. 1h,i). We found that expression of core proteins of the senescence machinery (p21 and p53), followed by proteins involved in inflammatory response (p-p65 and p-p38) showed the strongest correlation with p16 level, regardless of age (Fig. 1j). These results indicate that the expression of p16 is correlated with PD-L1 expression in senescent cells, with higher levels of expression of both proteins in older mice (Fig. 1e,f,h,i). We hypothesized that macrophages with senescent phenotype might contribute to inflammation, but also induce a compensatory immunosuppressive response to prevent excessive tissue damage. This is in agreement with a recently reported subset of p16-expressing AMs with senescence-like properties in ageing lungs, which suppress cytotoxic T cell responses^13^. Thus, in ageing, increased expression of p16 associated with PD-L1-mediated immunosuppression might lead to compromised immunosurveillance and consequently increased senescent cell burden.

**Fig. 1:**
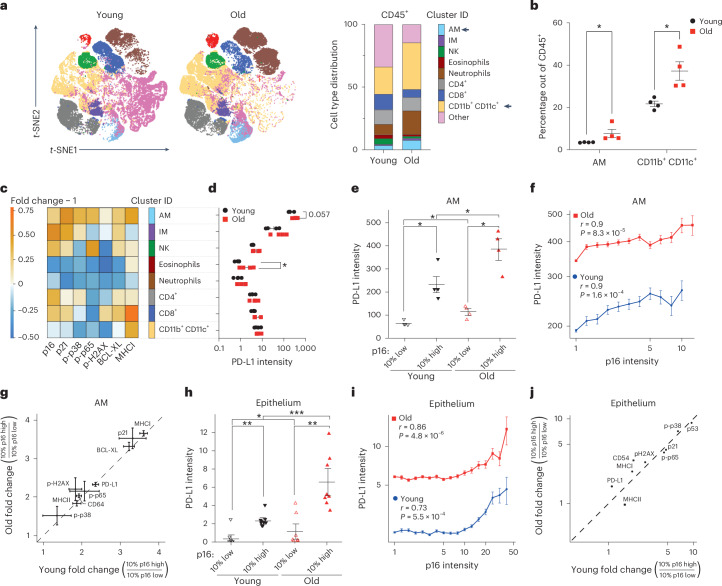
PD-L1 upregulation correlates with p16 expression in ageing. **a**, Representative *t*-SNE plots of immune cell (CD45^+^) populations identified in 50,000 cells from all lung samples of young and old mice (left) and their immune cell type distribution (right). Significantly changed populations are marked with an arrow (right). **b**, The frequency of indicated immune cell types in young and old mice. **c**, The heatmap of the change in the enrichment of senescence-related proteins in old/young mice for indicated immune cell types. **d**, Mean expression of PD-L1 in the identified immune cell populations. **e**, Mean expression of PD-L1 in 10% highest and 10% lowest p16-expressing cells within the AM population in young and old mice. **f**, Spearman correlation between p16 and PD-L1 protein expression in AMs in young and old mice. The AM cells were binned into 12 bins in old mice with a median of 740 cells per bin, and 11 bins in young mice with a median of 350 cells per bin. **g**, Scatter plot showing fold change in expression of senescence-related markers between p16 high and p16 low expressing cells in the AMs in the young (*n* = 4) and old (*n* = 4) mice. The diagonal line marks an equal fold change between young and old. **h**, Mean expression of PD-L1 between 10% highest and 10% lowest p16-expressing cells within lung epithelium in young and old mice. **i**, Spearman correlation between p16 and PD-L1 expression in the lung epithelium in young and old mice. The epithelium cells in young and old mice were binned into 18 bins with a median of 14,000 cells per bin. **j**, Scatter plot showing fold change in expression of senescence-related markers between p16 high and p16 low expressing cells in the epithelium in young (*n* = 8) and old (*n* = 8) mice. In **f** and **i**, Spearman correlation coefficient (*r*) and associated *P* value (*P*) were used for statistical analysis. Single cells were ranked by p16 expression level in bins from low to high. For each bin, the mean expression level of PD-L1 is shown. Two-sided (**b** and **d**) or one-sided (**e**–**j**) Mann–Whitney *U* test was used for statistical analysis. Error bars, mean ± s.e.m. *P < 0.05, **P < 0.01, ***P < 0.001. Young (*n* = 4) and old (*n* = 4) mice were used in **b**–**g**, and young (*n* = 8) and old (*n* = 8) mice were used in **h**–**j**. Experiments were repeated three times independently with similar results. Source numerical data are available in Source data. Source data

Previously, we have reported that accumulating senescent lung epithelial cells promote chronic lung inflammation^14^. We therefore asked if p16-positive senescent cells upregulate PD-L1 in chronically inflamed lungs, which might explain their compromised immune clearance. To address this question, we used a mouse model of lipopolysaccharide (LPS)-induced chronic lung inflammation, which resembles the pathology of chronic obstructive pulmonary disease^15^. To comprehensively characterize senescence in the epithelium, we took an unbiased mathematical approach to study cellular and phenotypic diversity of p16-positive senescent cells within the non-immune, non-endothelial cell compartment (CD45^−^CD31^−^) in chronic lung inflammation by mass cytometry. Principal component analysis of the data identified three distinct clusters (designated as clusters 1, 2 and 3) within this cell population derived from inflamed (LPS) and control (phosphate-buffered saline (PBS) lungs (Fig. 2a and Extended Data Fig. 2a). Density of cells within cluster 1, but not the other two clusters, significantly increased upon chronic inflammation (Fig. 2b). The cells within cluster 1 were significantly enriched in the expression of epithelial marker EpCam and other canonical markers of lung epithelium subsets (SPC/SPB—alveolar cell type II, HOPX/PDPN—alveolar cell type I, CC10—club cells, Muc5AC—goblet cells, KRT5/KRT14—basal cells and KRT8—alveolar progenitor cells; Fig. 2c, left, and Extended Data Fig. 2b), indicating their epithelial identity. The cells in cluster 2 showed expression of the basal progenitor marker KRT14 (Extended Data Fig. 2b), and cluster 3 was enriched in fibroblast markers (CD90.2, CD140a and CD140b) (Fig. 2c, right). Analysis of senescence markers in cells of cluster 1 showed enrichment for proteins of cell cycle arrest (p16, p21 and p53), and depletion of the proliferation marker Ki-67 (Fig. 2d). The cells in cluster 1 were also enriched for molecules involved in the pro-inflammatory pathways (p-p38, p-p65 and CD54), which can promote chronic inflammation (Fig. 2d). Remarkably, the cells in cluster 1 also upregulated molecules associated with antigen presentation (MHCI and MHCII) and the immune checkpoint molecule PD-L1 (Fig. 2e), similar to what we observed in the lungs of old mice. These results suggest that p16-positive senescent cells with enhanced MHC machinery express PD-L1, thus providing an intrinsic mechanism for their escape from immunosurveillance, and explaining their role in chronic inflammation by dysregulating immune responses.

**Fig. 2:**
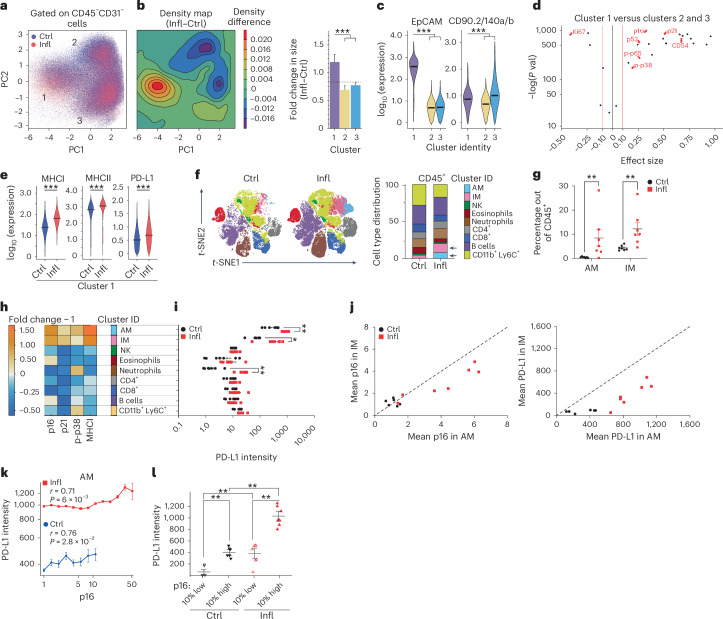
PD-L1 upregulation correlates with p16 expression in chronic inflammation. **a**, Principal component analysis of CD45^−^CD31^−^ cells from control (PBS, Ctrl) and chronically inflamed (LPS, Infl) lungs identified three clusters (1, 2 and 3) based on their principal component (PC) values. **b**, Cell density map for each cluster shown as a difference in Kernel density distribution between Ctrl and Infl conditions. The quantification of the fold change of cell frequency for each cluster is shown (right). Error bars were estimated by bootstrapping. A total of 1 × 10^4^ cells were sampled from each cluster with sampling repeated 1 × 10^4^ times. **c**, The expression intensity distribution of epithelial marker (EpCAM) and fibroblast markers (CD90.2, CD140a and CD140b) for identified clusters. Statistical significance was calculated by the Kruskal–Wallis test. **d**, Volcano plot displaying enrichment of senescence-related proteins and depletion of the proliferation marker Ki-67 within cluster 1 in comparison with clusters 2 and 3. The black line marks the effect size equal to 0. The left and right red lines mark the −0.1 and 0.1 effect size thresholds, respectively. **e**, The expression intensity distribution of the indicated proteins between Ctrl and Infl mice within cluster 1. **f**, Representative *t*-SNE plots of immune cell (CD45^+^) populations identified in 50,000 cells from all lung samples of Ctrl and Infl mice (left). The immune cell types distribution in Ctrl and Infl mice are shown, and significantly changed populations of AMs and IMs marked with an arrow (right). **g**, Frequency of AM and IM in the lungs of Ctrl and Infl mice. **h**, The change in the enrichment of senescence-related proteins in Infl/Ctrl mice for indicated immune cell types. **i**, Mean expression of PD-L1 between identified immune cell populations. **j**, Mean p16 (left) and PD-L1 (right) expression between AMs and IMs. **k**, AMs were binned into 8 bins in Ctrl and 13 bins in Infl with a median of 80 and 1,900 cells per bin, respectively. Spearman correlation coefficient (*r*) between p16 and PD-L1 expression in AMs of Ctrl and Infl mice and associated *P* value (*P*). Single cells were ranked by p16 expression level in bins from low to high. For each bin, the mean expression level of PD-L1 is shown. **l**, Mean PD-L1 expression in the 10% highest and 10% lowest p16-expressing cells within AM in the lungs of Ctrl and Infl mice. One-sided (**e** and **k**–**l**) and two-sided (**g** and **i**) Mann–Whitney *U* tests was used for statistical analysis unless otherwise noted. Error bars, mean ± s.e.m. *P < 0.05, **P < 0.01, ***P < 0.001. In **a**–**l**, Ctrl (*n* = 5–7) and Infl (*n* = 5–7) lungs were used. Experiments were repeated three times independently with similar results. Source numerical data are available in Source data. Source data

Our next aim was to further understand how epithelial cells mediate the dysregulation of immune responses upon chronic damage. To address this, we performed RNA sequencing (RNA-seq) of purified lung epithelial cells from LPS-treated and control mice. 

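Epithelial cells were sorted as EpCAM-positive, CD31-negative and CD45-negative cells from the lungs of 5 mice that inhaled PBS and 3 mice that inhaled LPS, a cell wall component of Gram-negative bacteria. Sftpc, which encodes surfactant protein C of alveolar type II cells, was the most abundant transcript in all 8 libraries. It took 8.42% to 10.9% of the counts in PBS mice and 6.84% to 7.70% in LPS mice. Its log2 fold change of -0.55 (standard error 0.26) did not pass (adjusted p = 0.30 from edgeR's quasi-likelihood test). Epcam, the gene of the sorted surface protein, was at 122 ± 18.5 CPM (counts scaled to a common library total; SD, n = 5) in PBS mice and 117 ± 16.8 CPM (SD, n = 3) in LPS mice, and its log2 fold change was -0.06 (standard error 0.15, adjusted p = 0.89 from edgeR's quasi-likelihood test). The 28 tested macrophage markers together took 0.0848% ± 0.0208 (SD, n = 5) of the counts in PBS mice and 0.277% ± 0.0910 (SD, n = 3) in LPS mice. Every LPS mouse was above every PBS mouse (two-sided exact permutation test, p = 0.018, the smallest p that 5 mice against 3 allow). The LPS aerosol, at 0.5 mg/ml, was inhaled in sessions of 30 min, with 3 sessions in each of 10 weeks, and lungs were taken 48 h after the last session. RNA of 10000 cells per mouse was sequenced by bulk MARS-seq, which reads the 3′ end of transcripts and counts each molecule once through its unique molecular identifier (UMI). The authors counted reads that mapped uniquely to the 3′ end of RefSeq genes on mm10. The deposited counts sum to 2232727 to 2890560 UMIs per PBS mouse (median 2690750) and 2739340 to 4445431 UMIs per LPS mouse (median 3926477). The difference in totals did not pass (two-sided exact permutation test, p = 0.054). A count of 3 corresponds to 0.675 to 1.34 CPM before TMM scaling, so that lower levels were not resolved in single mice. Of the 13265 genes in the table, 12661 had at least 30 UMIs across the mice, the minimum of the methods. They were tested in LPS against PBS mice with edgeR on TMM-normalized counts, and a gene was called at an adjusted p under 0.05 and a fold change over 1.25. In simulated counts for the same 12661 genes, the test recovered 4.0% of 50 genes changed 1.5-fold, 30.0% of 50 genes changed 2-fold and 94.0% of 50 genes changed 4-fold, so that small changes were mostly not detectable. The 5 PBS libraries were not alike. Counts of PBS libraries s1 and s2 differed least (chi-square of 2.84 per degree of freedom), the other pairs of PBS libraries lay between 7.34 and 21.9, and no pair differed by so little as to be one library.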

Gene Ontology enrichment analysis of genes upregulated in the lung epithelium of mice with chronic inflammation indicated a marked increase in the expression of genes involved in a pro-inflammatory response, antigen processing and presentation (Extended Data Fig. 2c,d). Furthermore, we observed an increase in gene signatures related to the activation of adaptive and innate immune responses, suggesting that the epithelial compartment enriched with senescence enhances the activation of macrophages during chronic inflammation.

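In the sorted cells of LPS mice 185 genes were higher and 72 were lower than in those of PBS mice, and genes of antigen presentation, the acute phase and chemokines were among the higher ones. Macrophage markers made up 15 of the higher genes, and bulk counts of a sort do not show which cells carry a transcript. The 8 higher genes with the smallest adjusted p and no overlap between the groups were H2-M2, a non-classical MHC class I gene, Acp5, an acid phosphatase, Ly6i, of the Ly6 family of surface proteins, C1qb, a chain of complement component C1q, Adig, Cd177, Noxo1, an organizer of an NADPH oxidase, and Sncg, a synuclein. Of these, C1qb is on the macrophage list. Ly6i was at 315 ± 45.3 CPM (SD, n = 3) in LPS mice and 55.0 ± 19.2 CPM (SD, n = 5) in PBS mice. H2-M2 was at 20.6 ± 5.13 CPM (SD, n = 3) and 1.34 ± 0.56 CPM (SD, n = 5), the latter near the level of 3 counts. Cdh16, a cadherin, was lower, at 36.3 ± 4.04 CPM (SD, n = 3) in LPS mice and 87.0 ± 8.14 CPM (SD, n = 5) in PBS mice, a log2 fold change of -1.26 (standard error 0.14, adjusted p = 0.0018 from edgeR's quasi-likelihood test). Smoc2, Cntfr, Phf24, Ppp1r1a, F2rl1, Cst8 and Gprc5b followed, with log2 fold changes from -3.44 in Cst8 to -1.20 in Gprc5b. Of 22 tested genes of MHC class I presentation, listed before the data were examined, 2 were higher and none was lower (5 higher when adjusted over the list alone). H2-Q6, a class Ib gene, had a log2 fold change of 0.92 (standard error 0.16, adjusted p = 0.015 from the same test). H2-K1, a classical class I gene, was at 4580 ± 158 CPM (SD, n = 3) in LPS mice and 2514 ± 601 CPM (SD, n = 5) in PBS mice (adjusted p = 0.045 from the same test), and its call ended when any single library other than PBS library s6 was left out (adjusted p up to 0.17, without LPS library s18). Both are members of a family with shared sequence, and their counts are uncertain. The MHC class I list was higher than other genes (median log2 fold change 0.26, adjusted p = 0.016 from limma's camera test), but not with an estimated correlation (adjusted p = 0.65 with an estimated correlation). Of 14 genes of MHC class II presentation, 2 were higher (2 when adjusted over the list alone), H2-DMb2 (log2 fold change 1.38) and Ctss (2.32), which is also on the macrophage list. The class II list did not pass (median 0.08, camera adjusted p = 0.20), although its mean log2 CPM was higher in every LPS mouse (7.14 to 7.26) than in every PBS mouse (6.49 to 7.01; two-sided exact permutation test, p = 0.036, and 0.21 adjusted over the 31 lists). It passed in fgsea (adjusted p = 0.032) and without PBS libraries s11, s16 and s6, left out after seeing the data (median 0.21, camera adjusted p = 0.0018). With an estimated correlation it did not pass (camera adjusted p = 0.87). Of 20 acute phase and antimicrobial genes 4 were higher (4 when adjusted over the list alone). They were Saa3 (log2 fold change 3.36), serum amyloid A3, Pigr (2.09), which carries immunoglobulin A across epithelium, C2 (1.80), of the complement cascade, and Lbp (0.76), the LPS-binding protein. The list was higher (median 0.31, camera adjusted p = 0.00044, and adjusted p = 0.65 with an estimated correlation). Of 19 cytokines and chemokines 3 were higher (4 when adjusted over the list alone), namely Ccl6 (log2 fold change 2.24), which is also on the macrophage list, Cxcl17 (0.93) and Ccl9 (1.45), whose call ended with DESeq2 (adjusted p = 0.0565). The list was higher (median 0.59, camera adjusted p = 0.0053, and adjusted p = 0.65 with an estimated correlation). Of 26 interferon response genes 24 had a positive log2 fold change, and Usp18 (1.24), a protease that removes Isg15, was called higher (2 when adjusted over the list alone), though not without LPS library s18 (adjusted p = 0.13). Oas2, an antiviral enzyme, had a log2 fold change of 1.26 (standard error 0.35, adjusted p = 0.093 from the same test, and 0.032 with DESeq2). The interferon list was higher (median 0.60, camera adjusted p = 2.6e-05, and adjusted p = 0.65 with an estimated correlation), but not without PBS libraries s11, s16 and s6, which stood apart and were left out after seeing the data (median 0.14, camera adjusted p = 0.098). The mean log2 CPM of the macrophage markers was higher by 1.39 in LPS mice. The calls of H2-Q6, H2-DMb2, Pigr, Lbp, Cxcl17 and Ccl9 each ended without LPS library s18 (adjusted p = 0.054, 0.068, 0.072, 0.13, 0.15 and 0.16). Without PBS libraries s1 and s2, left out after seeing the data, the MHC class I list (median 0.27, camera adjusted p = 0.099) and the cytokines (median 0.38, camera adjusted p = 0.21) did not pass. The numbers higher and lower were 71 and 20 without PBS library s11, 78 and 20 without LPS library s14, 47 and 12 without s18, 48 and 12 without s4, and 125 and 47 without PBS libraries s11, s16 and s6, but 369 and 191 with DESeq2 and 527 and 381 without PBS libraries s1 and s2. With the mean of the macrophage markers as a covariate, which by itself separates the groups, edgeR called 0 and 0 (677 genes at an unadjusted p under 0.05). With each library left out in turn, 34 higher and 10 lower genes were called every time.

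**Figure D1:**
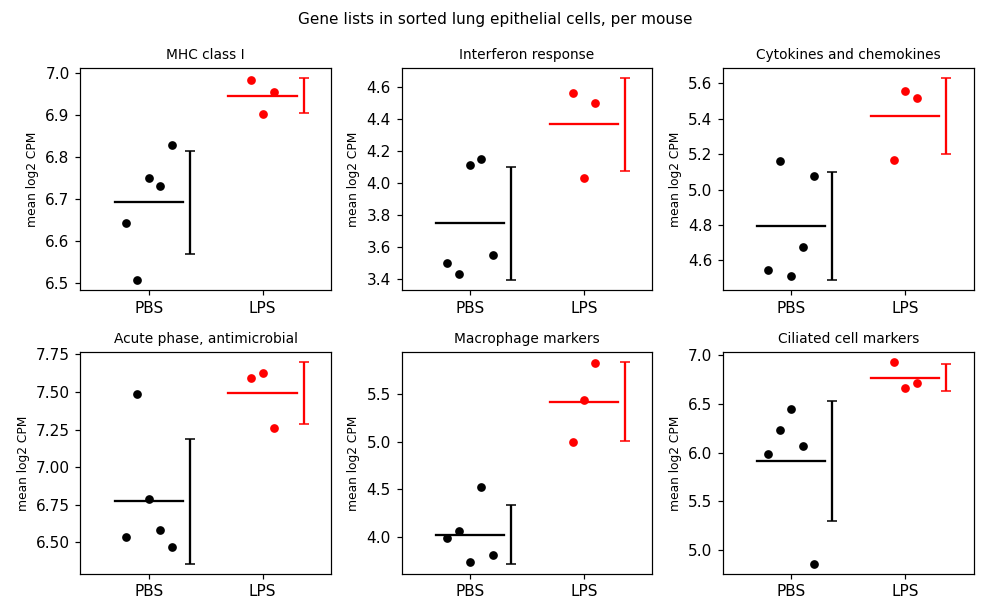
Mean log2 CPM over the members of 6 gene lists in sorted lung epithelial cells. Each point is a mouse (PBS, n = 5, black; LPS, n = 3, red), horizontal lines are group means and bars are the SD. Macrophage markers of the LPS mice lie between 4.99 and 5.82, above the PBS mice at 3.74 to 4.52.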

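Genes known from macrophages rose most among the immune gene lists. Of 28 tested macrophage markers 15 were higher in LPS mice and none was lower (25 higher when adjusted over the list alone). All 28 had a positive log2 fold change, with a median of 1.42 (adjusted p = 2.0e-19 from limma's camera test, and adjusted p = 0.43 with an estimated correlation). C1qb, C1qa and C1qc encode the chains of complement component C1q. C1qb was at 44.0 ± 11.8 CPM (SD, n = 3) in LPS mice and 7.53 ± 2.33 CPM (SD, n = 5) in PBS mice. C1qa and C1qc had log2 fold changes of 2.18 (standard error 0.27) and 2.15 (standard error 0.27), with adjusted p = 0.0025 and 0.0026 from edgeR's quasi-likelihood test. Ctss, a lysosomal protease, was at 410 ± 136 CPM (SD, n = 3) in LPS mice and 82.0 ± 26.8 CPM (SD, n = 5) in PBS mice. Ptprc, chosen after its values were seen, encodes CD45, the protein against which the cells were sorted. It was at 29.5 ± 7.17 CPM (SD, n = 3) in LPS mice and 17.6 ± 10.8 CPM (SD, n = 5) in PBS mice, with a log2 fold change of 0.72 (standard error 0.38, adjusted p = 0.34 from the same test). Markers of other immune cells did not pass as lists. The median log2 fold change was -0.15 over 14 T and NK cell genes (camera adjusted p = 0.57), -0.29 over 9 B and plasma cell genes (camera adjusted p = 0.88, mean 0.02), 0.03 over 11 neutrophil genes (camera adjusted p = 0.76) and 0.62 over 7 dendritic cell genes (camera adjusted p = 0.21). Among these 4 lists edgeR called 1 gene over all genes and when adjusted over each list alone, Zap70, a kinase of T cell receptor signalling, with a log2 fold change of 1.32 (adjusted p = 0.041, and 0.20 without LPS library s14). Nkg7, of cytotoxic lymphocytes, had a log2 fold change of -1.20 (adjusted p = 0.15 from the same test). Of 19 genes of Toll-like receptor and NF-κB signalling none was called by edgeR (1 higher when adjusted over the list alone). At an unadjusted p under 0.05, 2 of them were higher and 2 lower, DESeq2 called 1 higher and limma-voom 0. Tlr2, which senses bacterial lipoproteins, had a log2 fold change of 1.16 (standard error 0.29, adjusted p = 0.071 from the same test, and 0.026 with DESeq2), and Traf6, an adaptor of this pathway, one of -0.70 (standard error 0.20, adjusted p = 0.11). The median of this list was -0.09, its mean 0.02 and its camera adjusted p 0.68. Among 16 ligands that act on macrophages, Mif, macrophage migration inhibitory factor, was lower (log2 fold change -0.86, adjusted p = 0.042, and 0.21 without LPS library s14) and none was higher with edgeR (1 lower when adjusted over the list alone). At an unadjusted p under 0.05, 2 of these ligands were higher, DESeq2 called 1 higher and limma-voom 0, and the list did not pass (median -0.0029, mean 0.04, camera adjusted p = 0.76). From the immune gene signatures in an epithelium enriched with senescence, the paper proposes that this compartment enhances the activation of macrophages during chronic inflammation.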

We further hypothesized that chronic inflammation might promote immune cells to undergo senescence, which in turn comprises the immune cell function and results in the higher burden of damaged or senescent cells. We evaluated immune cell populations using a senescence and immune–cell-centric antibody panel. viSNE analysis and FlowSOM-based clustering of CD45^+^ immune cells distinguished AM, IM, NK cells, eosinophils, neutrophils, CD4^+^ and CD8^+^ T cells, B cells, and CD11b^+^Ly6C^+^ myeloid cells (Fig. 2f and Extended Data Fig. 2e). In chronically inflamed lungs, we observed a significant increase in AMs and IMs (Fig. 2g). We analysed all the identified immune cell populations for the expression of senescence-related proteins. Only AM and IM were enriched for the expression of senescence (p16 and p21), pro-inflammatory (p-p38) and immunoregulatory (MHCI) markers in chronically inflamed compared with control mice (Fig. 2h and Extended Data Fig. 2f,g). The macrophages also showed the highest expression of PD-L1 protein compared with all other immune subsets, both in steady state and during inflammation (Fig. 2i). However, the mean expression levels of p16 and PD-L1 were higher in AMs than in IMs (Fig. 2j). Of note, the expression of p16 in AMs was significantly correlated with PD-L1 levels, consistent with our observation of age-related changes in AMs (Spearman’s rank correlation coefficient of LPS (0.71) and PBS (0.76); Fig. 2k,l). Together, these results show that chronic inflammation triggered the accumulation of macrophages with a senescent phenotype and induced the expression of PD-L1 in these cells.

AMs and the epithelial lining of the respiratory tract are the first lines of cellular and physical defence against environmental hazards such as cigarette smoke, allergens and other air-born pollutants^16,17^. Pulmonary epithelium also interacts with immune cells to maintain homeostasis while facilitating immune response when necessary^16^. Senescence of lung epithelium promotes chronic lung inflammation^14^ and upregulation of PD-L1 in both senescent epithelial cells, and macrophages with senescent phenotype might be an intrinsic mechanism to evade immune clearance and promote persistent senescence in the tissue. We suggest that the upregulation of immune checkpoint PD-L1 on damage-induced senescent cells minimizes autoreactive immune responses in chronic inflammation to preserve organ integrity and function.

### p16-mediated inhibition of CDK4/6 links decreased ubiquitination to the upregulation of PD-L1 stability in senescence

To explore the molecular mechanism behind the elevation of PD-L1 in senescent cells, we used a classical model of cellular senescence in primary mouse (Ccl-206) and human (IMR-90) lung fibroblasts induced to senesce by DNA damage^10^. Senescence induction significantly increased surface PD-L1 expression compared with growing control cells (Fig. 3a,b and Extended Data Fig. 3a). Replicative exhaustion, another physiological inducer of senescence, also caused PD-L1 upregulation (Fig. 3b and Extended Data Fig. 3a). p16 overexpression induced elevation of PD-L1 protein levels in mouse, but not in human cells (Fig. 3c and Extended Data Fig. 3b,c). Under in vitro culture conditions, mouse cells accumulate DNA damage faster than human cells, which might explain interspecies differences in p16 overexpression and change in PD-L1 level. Interestingly, cells induced to senesce by overexpression of p16 (and without induced DNA damage), do not express senescence-associated secretory phenotype components despite other hallmarks of senescence^18^. These results suggest that regardless of the species, DNA damage-mediated, senescence-associated inflammation plays a key role in the regulation of PD-L1 expression with p16 further promoting its increased protein levels.

**Fig. 3:**
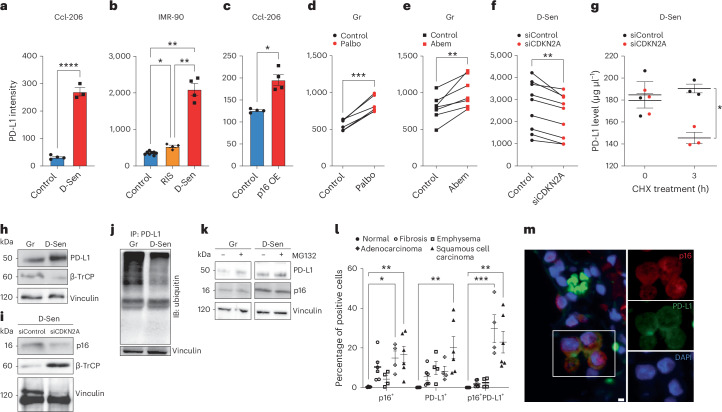
p16 increases the stability of PD-L1 protein in senescent cells. **a**–**c**, Flow cytometry analysis of PD-L1 expression in DNA damage-induced senescence (D-Sen) (**a** and **b**), RIS (**b**) and in cells with p16 overexpression (p16 OE) (**c**) compared with control cells. Primary mouse lung fibroblasts (CCL-206) (**a** and **c**) and primary human lung fibroblasts (IMR-90) (**b**) were used in these experiments (*n* = 3–8). **d**,**e**, PD-L1 protein expression in growing IMR-90 cells treated with CDK4/6 inhibitors Palbociclib (Palbo) (**d**), Abemaciclib (Abem) (**e**) or vehicle (control) (*n* = 6–7). Gr, growing. **f**, PD-L1 protein expression in D-Sen treated with non-targeting small interfering RNA (siControl) or small interfering CDKN2A (siCDKN2A) (*n* = 9). **g**, ELISA-based measurement of PD-L1 protein levels in D-Sen treated with siControl or siCDKN2A and CHX (*n* = 3). **h**–**k**, Immunoblot analysis of whole cell lysates derived from Gr and D-Sen cells (**h**), D-Sen cells treated with siControl and siCDKN2A (**i**), Gr and D-Sen cells treated with MG132 or vehicle (negative control) (**k**) (*n* = 3), and immunoblot (IB) analysis of ubiquitin in immunoprecipitated (IP) PD-L1 protein from Gr and D-Sen cells (**j**). **l**, Quantification of p16^+^, PD-L1^+^ and p16^+^PD-L1^+^ cells in normal lung tissue (*n* = 3) and human lung pathologies: emphysema (*n* = 3), fibrosis (*n* = 3), adenocarcinoma (*n* = 3) and squamous cell carcinoma (*n* = 3). **m**, Representative immunofluorescence image of p16 (red) and PD-L1 (green) staining in emphysema patient. Blue, nuclei stained by DAPI. Scale bar, 10 μm. The image is representative of *n* = 4 emphysema lung specimens. PD-L1 expression in **a**–**f** was quantified by flow cytometry analysis as median fluorescent intensity. Two-tailed unpaired Student’s *t*-test (**a**, **c** and **g**) and two-tailed paired Student’s *t*-test (**d**, **e** and **f**) was used. Error bars, mean ± s.e.m. *P < 0.05, **P < 0.01, ***P < 0.001. One-way ANOVA (**b** and **l**) was also used for statistical analysis; error bars, mean ± s.e.m. **P < 0.01, ****P < 0.0001. In **a**–**k**, experiments were repeated three times independently with similar results. Source numerical data and unprocessed blots are available in Source data. Source data

p16 inhibits CDK4/6 to induce proliferative arrest in senescent cells. To test if PD-L1 upregulation is enhanced by p16-mediated inhibition of CDKs, we treated growing primary fibroblasts with highly selective inhibitors of CDK4 and CDK6 (CDK4/6i), abemaciclib or palbociclib, which can be considered functional p16 mimetics^19^. Treatment with CDK4/6i significantly elevated surface PD-L1 expression (Fig. 3d,e). To understand whether the observed increase of PD-L1 protein in senescent cells is mediated by p16-dependent inhibition of CDK4/6, we silenced gene-encoding p16 (Cdkn2a) in senescent cells. We found that this knockdown efficiently reduced PD-L1 protein levels in senescent cells (Fig. 3f). Since inhibition of proteasome-mediated degradation induces stability of many proteins to ensure cellular integrity in response to stress^20^, we hypothesized that this mechanism might be responsible for p16-mediated PD-L1 upregulation. To examine the effect of p16 on the stability of endogenous PD-L1 protein in senescent IMR-90 cells, we used a cycloheximide (CHX) chase assay to block translation and measure the degradation rate of PD-L1 protein. Knockdown of p16 caused a significant acceleration of PD-L1 turnover 3 h post CHX treatment (Fig. 3g), indicating that PD-L1 degradation is p16 dependent. These results demonstrate that p16-mediated inhibition of CDK4/6 promotes PD-L1 protein stability in cellular senescence.

E3 ubiquitin ligases control PD-L1 protein levels through ubiquitin-dependent proteasome-mediated protein degradation^21^. SKP1-CUL1-F-box protein (SCF) E3 ubiquitin ligases constitute the largest family responsible for the turnover of key regulatory proteins of the cell cycle^22^. β-TrCP is a substrate recognition component of SCF complex, also known to mediate PD-L1 ubiquitination for subsequent degradation^21^. We reasoned that in cellular senescence the activity of SCF might be altered, thus affecting PD-L1 ubiquitination. We found that β-TrCP levels in senescent cells are downregulated compared with growing control cells (Fig. 3h and Extended Data Fig. 3d), possibly contributing to elevated PD-L1 levels in senescence (Fig. 3h). Depletion of p16 in senescent cells restored β-TrCP level, possibly explaining the accelerated degradation of PD-L1 in senescent cells with p16 knockdown (Fig. 3g,i and Extended Data Fig. 3d). Given that SCF ubiquitin ligase governs the ubiquitination and degradation of PD-L1 via β-TrCP, we evaluated its ubiquitination levels in senescent cells. Immunoprecipitation of PD-L1 indicated a significantly lower ubiquitination signal in senescent cells compared with growing (Fig. 3j). Treatment with the proteasome inhibitor MG132 showed a trend of PD-L1 protein increase in growing cells but did not affect PD-L1 levels in senescent cells, further indicating a reduced proteasomal degradation of PD-L1 in senescent cells (Fig. 3k). These results indicate that p16 in senescence is linked to the upregulation of PD-L1 stability via decreased proteasome-mediated degradation.

Multiple mechanisms regulate PD-L1 at the transcriptional, post-transcriptional and post-translational levels^23^. The pro-inflammatory secretome of senescent cells can upregulate PD-L1 mRNA expression through JAK/STAT pathway^24^. In cancer cells, cyclin D–CDK4/6-dependent phosphorylation of speckle-type POZ protein (SPOP)/Cullin-3 ubiquitin ligase complex destabilizes PD-L1 via proteasome-mediated degradation, but inhibition of CDK4/6 significantly elevates PD-L1 level^25^. Interestingly, in tumour cells the expression of p16 strongly correlates with PD-L1 levels, highlighting the therapeutic potential of PD1–PD-L1 immune checkpoint therapy^25,26^. Similarly, in lung adenocarcinoma and squamous cell carcinoma patients, we observed a significant accumulation of cells expressing both p16 and PD-L1 (Fig. 3l and Extended Data Fig. 3e). Furthermore, in patients with emphysema, a tissue manifestation of chronic obstructive pulmonary disease and lung fibrosis, we also identified p16, PD-L1 double-positive cells (Fig. 3l,m and Extended Data Fig. 3e). This data suggests that p16-positive cells that co-express PD-L1, which suppress the anti-tumour response, could also contribute to immune suppression in ageing, leading to chronic lung disease. Together, our results link p16-mediated inhibition of CDK4/6 and compromised ubiquitination to the upregulation of PD-L1 stability, which could lead to potential strategies to enhance the immune response against PD-L1 in senescent cells.

### p16-positive AMs show immunosuppressive phenotype

We observed that cellular senescence triggers p16-mediated induction of PD-L1 in ageing and chronic inflammation. So far, it is unknown if p16 expression contributes to compromised immune surveillance. Therefore, we decided to investigate the functional significance of p16-positive cells in this process, focusing on AM, as an example, due to their distinct accumulation in chronic lung inflammation (Figs. 2g and 4a). We used a sequencing technology that combines intracellular labelling with transcriptomics, hereafter referred to as INs-seq, to study p16-expressing cells^27^. Gene set enrichment analysis (GSEA) revealed marked upregulation of central genes involved in extracellular matrix remodelling or the response to retinoic acid in p16 high-expressing AMs (Fig. 4b). Remarkably, p16 expression was negatively correlated not only with the DNA replication, but also with immune responses, including dendritic cell activation or chemokine secretion (Fig. 4b). AMs contribute to respiratory tolerance via retinoic acid-mediated induction of Foxp3 expression in naive T cells^28^. In this line, in chronically inflamed lungs, we observed a significant increase of Foxp3^+^ regulatory T cells (Tregs) enriched with marked PD1 expression (Fig. 4c,d). Interestingly, Tregs secrete regulatory cytokines, such as interleukin (IL)-4 and IL-10, which can modulate anti-inflammatory macrophage phenotype suggesting the cross-regulation of the immune response^28^. Together, these results suggest that high-level expression of p16 in AMs induces an immunosuppressive environment with compromised immune responses and might lead to non-resolving inflammation upon chronic damage.

**Fig. 4:**
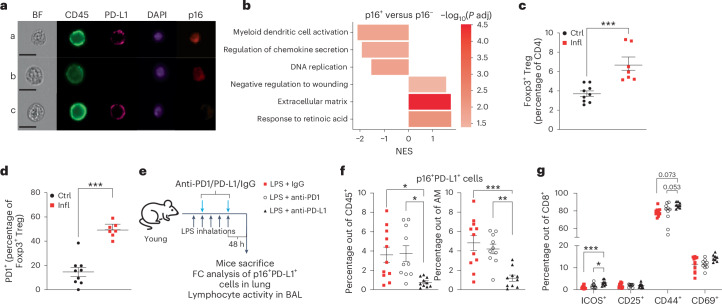
Anti-PD-L1, but not anti-PD1, antibody depletes p16, PD-L1-positive cells in vivo*.* **a**, Imaging flow cytometry analysis of subcellular localization of p16 and PD-L1 staining within the AM population. Representative images of CD45^+^PD-L1^+^p16^+^ (row a), CD45^+^PD-L1^−^p16^+^ (row b) and CD45^+^PD-L1^+^p16^−^ (row c) cells. Bright field (BF); scale bars, 10 μm. Images are representative from three mice repeated independently with similar results. **b**, INs-seq of p16^+^ and p16^−^ AMs. GSEA of p16^+^ and p16^−^ AMs. Control (*n* = 4) and inflamed (Infl; *n* = 4) samples were used. DESeq2 was used to derive gene fold changes for p16^+^ versus p16^−^ macrophages, controlling for treatment (LPS/PBS) as a covariant. NES, normalized enrichment score. **c**,**d**, Flow cytometry analysis of lung with the percentage of Foxp3^+^ Tregs within CD4 population (**c**) and the percentage of CD4 Foxp3^+^ Tregs expressing PD1 (**d**). Ctrl, control (PBS); Infl, inflamed (LPS). **e**, Experimental setup: the mice that were exposed daily to either PBS (Ctrl) or LPS (Infl) inhalations for 5 days received anti-PD1, anti-PD-L1 or matched IgG control as indicated, and the lungs and BAL were analysed 48 h after the last inhalation. FC, flow cytometry. **f**,**g**, Flow cytometry analysis of lung (**f**) or BAL (**g**) from the mice treated as in **e**. **f**, Percentage of p16^+^PD-L1^+^ cells within CD45^+^ or AM cells. **g**, Percentage of CD8^+^ T cells positive for ICOS, CD25, CD44 and CD69. Two-sided Mann–Whitney *U* test (**c** and **d**) was used for statistical analysis. Error bars, mean ± s.e.m., ***P < 0.001. In **f** and **g**, one-way ANOVA was used for statistical analysis. Error bars, mean ± s.e.m., *P < 0.05, **P < 0.01, ***P < 0.001. In **b** and **d**, control (*n* = 5–9) and Infl (*n* = 5–7) samples were used. In **f** and **g**, LPS + IgG (*n* = 11), LPS + anti-PD1 (*n* = 10) and LPS + anti-PD-L1 (*n* = 10) samples were used. In **c**–**g**, experiments were repeated three times independently with similar results. Source numerical data are available in Source data. Source data

### Anti-PD-L1, but not anti-PD1, antibody treatment depletes p16-, PD-L1-positive cells in vivo

Given the p16-dependent upregulation of PD-L1 in senescent cells, we wondered whether PD-L1 can serve as an extracellular marker to target senescent cells for depletion in vivo. To address this, we established a short-term LPS-mediated lung injury model, which resulted in the infiltration of p16 and PD-L1 double-positive immune cells in LPS-stimulated mice compared with the PBS control (Extended Data Fig. 4a–e). Specifically, AMs identified as CD11c^+^SiglecF^+^ cells were enriched for PD-L1 and p16 expression, concomitantly with our results in the models of chronic inflammation and ageing (Extended Data Fig. 4b,e). These experiments indicate that in response to stress, induction of endogenous p16 in vivo is associated with elevation of PD-L1 independently of the time scale of injury or identity of cell type responding to challenge. p16-mediated upregulation of PD-L1 in senescent cells makes it a potential target for monoclonal antibodies to stimulate anti-senescence immunity. Immunomodulatory PD-L1 antibodies can act either as antagonists to block the immune checkpoint PD1–PD-L1 axis or as agonists to enhance the immune response against target cells by engaging other immune system components^29^. Anti-PD-L1 antibodies engage activating Fcγ receptors on effector immune cells, which augments their in vivo activity (activating PD-L1 antibodies), while anti-PD1 antibodies block the axis in Fcγ-independent manner^30^. The treatment with activating anti-PD-L1 antibodies resulted in significant depletion of CD45^+^ cells positive for p16 and PD-L1, including a marked reduction of p16^+^PD-L1^+^ cells within the AM population, relative to the mice treated with isotype-matched control antibody (Extended Data Fig. 4f,g). Immune checkpoint blockade of PD1–PD-L1 axis can stimulate effector functions of lymphocytes, mainly CD8^+^ T cells. We tested if anti-PD-L1 antibody-mediated depletion of p16^+^PD-L1^+^ AMs had a functional consequence for T cell activity. We decided to narrow the analysis of T cells to bronchioalveolar fluid, the functional lung compartment of AM. The activating anti-PD-L1 antibody treatment significantly increased the percentage of CD8^+^ T cells showing expression of activation markers Inducible T cell COStimulator (ICOS) and PD1, known to be expressed during early T cell activation (Extended Data Fig. 4h). We have observed that anti-PD-L1 treatment also induced expression of IFNγ by CD8^+^ T cells marking the activation of their effector function (Extended Data Fig. 4i)^31^. Recently, it has been proposed that anti-PD1 improves senescence immunosurveillance in a CD8^+^ T cell-dependent manner^32^. Interestingly, our comparative study showed that only the treatment with agonist anti-PD-L1 antibody (and not antagonist anti-PD1 antibody) led to the depletion of p16^+^PD-L1^+^ cells in the inflamed lungs (Fig. 4e,f). This effect was accompanied by an increase of CD8^+^ T cells showing expression of activation markers ICOS and CD44 following anti-PD-L1 but not anti-PD1 treatment (Fig. 4g). These results suggest that in inflamed lungs, Fc-gamma receptor-positive cells (neutrophils, NK cells and monocytes) might be important players in the immune surveillance of senescent cells, either by direct cytotoxicity or by stimulating the activity of CD8^+^ T cells.

### Anti-PD-L1 antibody treatment depletes p16, PD-L1-positive senescent cells in ageing and chronic lung inflammation

Given that senescent cells promote inflammation, we tested whether anti-PD-L1 could mediate the elimination of senescent cells and attenuate inflammageing, senescence-promoted inflammation in ageing and chronic lung diseases. Activating anti-PD-L1 antibodies resulted in significant depletion of CD45^+^ positive for p16 and PD-L1 in aged lungs, including a marked reduction of p16^+^ and p16^+^PD-L1^+^ cells within the AM population, relative to the mice treated with isotype-matched control antibody (Fig. 5a,b and Extended Data Fig. 5a). It was accompanied by an increase of CD8^+^ T cells showing expression of activation markers CD25 and PD1, NK cells with marked upregulation of CD69, and decreased plasma levels of inflammatory cytokines (Fig. 5c,d and Extended Data Fig. 5b,c). Also, in chronic lung inflammation, we observed the anti-PD-L1-mediated depletion of p16^+^PD-L1^+^ cells within the general immune CD45^+^ and AM population (Fig. 5e,f), together with significant activation of CD8^+^ T cells expressing PD1 (Extended Data Fig. 5d), and decreased expression of cell cycle regulators and pro-inflammatory senescence-associated secretory phenotype factors (Fig. 5g, top and bottom, respectively). To understand if anti-PD-L1-mediated treatment could reverse age-dependent immunosenescence, we checked epigenetic ageing of the peripheral immune system in the blood by DNA methylation clock. There was no difference in the prediction of chronological age between aged mice treated with anti-PD-L1 antibodies and the isotype control (Extended Data Fig. 5e). Interestingly, recent reports suggest a relative stability of immune system dynamics in ageing over a short time^33^. In addition, anti-PD-L1-mediated depletion of senescent cells did not improve the capacity of the respiratory system upon chronic lung inflammation (data not shown). Collectively, our data suggests that anti-PD-L1 treatment improves immunosurveillance of senescent cells in physiological ageing and chronic lung inflammation and ameliorates senescence-associated pro-inflammation. However, the elimination of senescent cells by PD-L1 immune checkpoint blockade might not necessarily be a promising anti-ageing therapy, due to a limited effect on systemic age- and senescence-associated dysfunction in vivo.

**Fig. 5:**
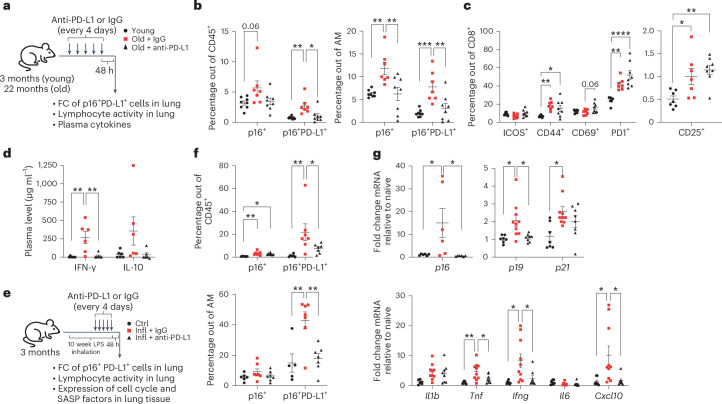
Anti-PD-L1 antibody depletes p16- and PD-L1-positive cells in ageing and chronic lung inflammation. **a**, Experimental setup included young or old mice that received an anti-PD-L1 or matched IgG control as indicated, and their lungs and blood were analysed 48 h after the last injection. FC, flow cytometry. **b**,**c**, Flow cytometry analysis of lungs from mice treated as in **a**, with a percentage of p16^+^PD-L1^+^ cells within CD45^+^ or AM (**b**) and a percentage of CD8^+^ T cells positive for ICOS, CD25, CD44, CD69 and PD1 (**c**). **d**, Plasma levels of IFN-γ and IL-10. **e**, Experimental setup included mice that were exposed three times a week for 10 weeks to LPS (Infl) inhalations and anti-PD-L1 or matched IgG control as indicated, and their lungs were analysed 48 h after the last inhalation. Naive mice were the control group (Ctrl). **f**, Percentage of p16^+^PD-L1^+^ cells within CD45^+^ or AM. **g**, Senescence-associated gene expression in the lungs of naive mice compared with the ones with chronic inflammation, treated with anti-PD-L1, or matched IgG control. For all experiments, statistical significance was calculated using one-way ANOVA; error bars, mean ± s.e.m. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. In **a**–**d**, young (*n* = 7), old + IgG (*n* = 7) and old + anti-PD-L1 (*n* = 8) mice were used. In **e**–**g**, naive (*n* = 6–7), Infl + IgG (*n* = 7–10) and Infl + anti-PD-L1 (*n* = 7–8) mice samples were used. Experiments were repeated three times independently with similar results. Source numerical data are available in Source data. Source data

## Discussion

We show that senescent cells upregulate the stability of PD-L1 in a p16-dependent manner and exploit the PD1/PD-L1 signalling axis as a general mechanism to escape immune surveillance. Accordingly, activating anti-PD-L1 antibodies enhances an immune response to deplete PD-L1-positive senescent cells in vivo (Extended Data Fig. 5f). Our results reveal the p16-dependent molecular mechanism that regulates PD-L1 stability in senescent cells. Specifically, p16-mediated inhibition of CDK4/6 downregulates ubiquitin-dependent proteasomal degradation of PD-L1, leading to its accumulation in senescent cells. p16-dependent upregulation of PD-L1 in senescent cells allows targeting of PD-L1 to improve immunosurveillance of senescent cells. Our findings reveal that the activating PD-L1 antibody engaging Fcγ receptors on effector cells reduces p16 and PD-L1 double-positive senescent cells in vivo and ameliorates senescence-associated inflammation.

Importantly, senescent cells are a heterogeneous population in vivo with differential expression of p16 and PD-L1, which might affect their PD-L1-mediated immunosurveillance. This is supported by our results showing that overexpression of p16 only moderately induces PD-L1 gene expression in mouse, but not human cells, which could be explained by enhanced accumulation of DNA damage in murine system in vitro (Fig. 3c and Extended Data Fig. 3b,c). PD-L1 expression is regulated by factors coupled with ageing, including DNA damage-mediated inflammation^24,32^. This explains why PD-L1 expression is enhanced in ageing, with p16 further promoting increased protein levels. Our study also underscores the important role of PD-L1 in the dynamics of senescent cell accumulation in ageing. Modelling of senescent cell turnover circuits indicated their saturation of removal in ageing^6^. Upregulation of PD-L1 stability in senescent cells can explain the intrinsic mechanism senescent cells employ to inhibit their removal and promote accumulation. Following damage, the buildup of PD-L1-positive senescent cells can be resolved efficiently in young compared with aged organisms as signals driving PD-L1 expression decline with injury resolution. Notably, PD-L1 is also upregulated on many cells regardless of p16 expression. Thus, while antibodies against PD-L1 are a promising strategy to eliminate PD-L1-positive senescent cells, they could also activate an immune response against PD-L1-positive non-senescent cells. Therefore, targeting PD-L1 in combination with other markers and pathways of senescent cells may offer therapeutic opportunities to treat senescence-mediated age-associated diseases.

p16-mediated elevation of PD-L1 in senescent cells could play a functional role in both pathological and physiological conditions. For instance, recently described p16-positive senescent cells in lung regeneration^34^ could upregulate PD-L1 to evade immune-mediated clearance, which otherwise would be detrimental to tissue integrity. However, persistent senescent cells with elevation of PD-L1 during chronic conditions might be associated with immunosuppression, possibly contributing to compromised immune responses and increased senescent cell burden in ageing and chronic inflammation.

The distribution of cells in the human body predicts macrophages to be one of the most abundant resident immune cells in non-lymphatic organs, comprising about 40% of the total immune cell population in the lungs^35^. Moreover, ageing of the immune system is characterized by decreased lymphopoiesis with reduced adaptive immunity and increased myelopoiesis, which can further contribute to an increase in macrophage population in some organs by several folds^36,37^. Interestingly, age-related skewing of the immune system towards myelopoiesis, which underlies inflammageing and myeloid-based pathologies, can be targeted by the depletion of myeloid-biased haematopoietic stem cells to rejuvenate aged immunity^38^. These findings highlight the central role of myeloid lineage, including macrophages, in the ageing of the immune system. Recently immunosenescence of myeloid cells, including senescent AM, was suggested to play an active role in systemic ageing and diseases^13,39–41^. Senescence of macrophages could contribute to their pro-inflammatory responses, but also compromised immune functions, leading to an increased senescence burden in tissues. Our data suggest that anti-PD-L1 antibodies could be a promising approach to activate the immune response, deplete senescent macrophages from tissues in ageing and chronic inflammation and ameliorate senescence-associated damage and systemic inflammation.

Blocking PD1 on T lymphocytes was shown to improve senescence surveillance in the liver^32^. Interestingly, our data show that only anti-PD-L1 antibodies engaging Fcγ receptors on effector cells, but not blocking anti-PD1 antibodies, led to the depletion of p16^+^PD-L1^+^ cells in the inflamed lungs. The PD1–PD-L1 checkpoint is a complex mechanism at the centre of the regulation of immune responses and, therefore, different antibodies targeting this axis may lead to non-symmetrical responses. The role of PD-L1 is not restricted to immunosuppression via its interaction with PD1 receptors on lymphocytes^42^. PD-L1 induces intracellular signalling that can enhance the survival of PD-L1-expressing cells, regulate their stress responses and confer resistance toward pro-apoptotic stimuli^43^. Our study highlights the complexity of the mechanism regulating immune surveillance of senescent cells and provides the basis for further studies.

In conclusion, we have identified that senescent cells upregulate the stability of PD-L1 in a p16-dependent manner and exploit the PD-L1 signalling to regulate immune responses. Senescent cells use immune checkpoint PD-L1 as an intrinsic mechanism to control their immunosurveillance. These results strongly suggest that persistent senescent cells expressing PD-L1 might lead to dysfunctional immune responses and an unbalanced inflammatory status, eventually resulting in chronic low-grade inflammation. Therefore, targeting PD-L1 on senescent cells not only enhances senescence immunosurveillance, but also alleviates senescence-associated inflammageing.

## Methods

### Cell culture

Mouse lung fibroblasts CCL-206, human lung fibroblasts IMR-90 and HEK293T were purchased from ATCC (CCL-206, CCL-186 and CRL-3216, respectively). The cells were cultured to 70% confluency in Dulbecco’s modified Eagle medium (DMEM), supplemented with 10% foetal bovine serum and 1% penicillin–streptomycin. To induce senescence, cells were treated with 50 μM etoposide (Sigma, E1383) for 48 h, washed three times with PBS and cultured for additional 5–7 days in DMEM. Replicative senescence (RIS) was induced by long-term passaging of the cells in tissue culture. The cells developed senescence phenotype after 35 population doublings. On the day of the experiment, the cells were detached using trypsin.

### Lentivirus production and infection

Generation of lentiviruses and their infection of cells was performed as described previously^44^. Lentiviruses were generated by co-transfecting HEK293T cells with 4 μg of pLX401-INK4A (AddGene, 121919) and 2 μg each of pLP/VSVG, pLP1 and pLP2 plasmids using Lipofectamine 2000 (Invitrogen, 11668019). Growth medium was exchanged the following day, and lentivirus-containing supernatant was collected 48 h later. CCL-206, IMR-90 and HEK293T cells were infected with the indicated viruses for 12 h, washed three times with PBS and cultured for an additional 24 h in RPMI medium. For selection, the cells were re-seeded in fresh RPMI medium with 1 μg ml^−1^ of puromycin (Gibco, A1113803) for 4–5 days. Doxycycline (Sigma-Aldrich, D3072) was added to the medium at a concentration of 5 or 10 μg ml^−1^ for inducible expression of the plasmid system.

### siRNA

Cells were transfected overnight with 50 nM of ON-TARGETplus SMARTpool small-interfering RNA (siRNA) targeting CDKN2A (L-011007-00-0005) or with non-targeting siRNA pool (D-001810-10-20) as a control (Dharmacon). At 24 h post-transfection, the remaining adherent cells were collected.

### CDK4/6 inhibitors

Abemaciclib (Pubchem, LY2835219) and palbociclib (Sigma-Aldrich, PZ0383) were dissolved in DMSO (vehicle) to yield 10 mM stock solutions and stored at 80 °C. IMR-90 cells were treated with DMEM supplemented with either 1uM abemaciclib, palbociclib or equivalent amount of DMSO for 48 h.

### Proteasome inhibition

IMR-90 cells were treated with DMEM supplemented with either 10 μM MG132 (Sigma-Aldrich, M7449) or equivalent amount of DMSO for 3 h.

### Immunoblot and immunoprecipitation assay

Cells were incubated in the radio-immunoprecipitation assay lysis buffer containing protease inhibitor cocktail (1:100) (Sigma-Aldrich, P8340) and phosphatase inhibitor cocktail (1:100) (Sigma, p5726) for 20 min on ice. Lysates were spun down for 15 min at 13,000 rpm and 4 °C, and protein concentrations were determined with bicinchoninic acid assay (Thermo Scientific). Equal amounts of protein were resolved by sodium dodecyl sulfate polyacrylamide gel electrophoresis and immunoblotted using β-TrCP (Cell Signalling Technology, CST-4394S), p16 (Abcam: Ab108349, human; Ab211542, mouse), vinculin (Abcam, Ab129002), PD-L1 (Cell Signalling Technology, CST-13684, human; Abcam, Ab213480, mouse) and appropriate HRP-conjugated secondary antibody, and with Europa Component Library visualization.

For immunoprecipitations analysis, cells were lysed in HNTG buffer (0.05 M HEPES pH 7.5, 10% glycerol, 0.15 M NaCl, 1% Triton X-100, 0.001 M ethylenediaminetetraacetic acid (EDTA), 0.001 M EGTA, 0.01 M NaF and 0.025 M β-glycerol phosphate) supplemented with protease inhibitor cocktail (1:100) (Sigma-Aldrich, P8340) and phosphatase inhibitor cocktail (1:100) (Sigma-Aldrich, P5726). Exaactly 2,000 μg of total cell lysates were incubated with previously coated protein A/G agarose beads (Santa Cruz Biotechnology, 2003) with anti-PD-L1 antibody (3 μg ml^−1^) (Cell Signalling Technology, 13684) overnight at 4 °C with gentle rotation. The beads were thoroughly washed with HNTG buffer and eluted with 6× sodium dodecyl sulfate loading buffer by boiling at 95 °C for 10 min. Ubiquitination of PD-L1 was measured by immunoblotting with anti-ubiquitin antibody (Santa Cruz Biotechnology, 8017).

### CHX chase assay

Twenty-four hours following transfection with siRNA, senescent IMR-90 cells were treated with 200 μM CHX (Sigma-Aldrich, C4859) for 3 h. Cells were lysed by incubation with 100 μl of radio-immunoprecipitation assay buffer (supplemented with PMSF and protease inhibitor cocktail) for 20 min on ice and protein concentrations were determined using bicinchoninic acid assay. A total of 10 μg of protein lysate was used to measure levels of PD-L1 by the enzyme-linked immunosorbent assay (ELISA), using the PD-L1/B7-H1 Quantikine ELISA Immunoassay kit (R&D, DB7H10), according to the manufacturer’s protocol. The optical density of each well was measured with the Infinite 200 plate reader (Tecan) at 450 nm with wavelength correction set at 540 nm. The experiment was performed twice and each sample was performed in duplicate.

### Immunofluorescent staining of human tissue microarray

Formalin-fixed, paraffin-embedded sections of human lung tissue microarray (US Biomax, LC487) were incubated at 60 °C for 60 min, deparaffinized and incubated in acetone for 7 min at −20 °C, followed by subsequent incubation with 3% H_2_O_2_ for 15 min at room temperature to block endogenous peroxidase activity. Antigen retrieval was performed in a microwave (3 min at full power, 1,000 W, then 20 min at 20% of full power) in Tris-EDTA buffer (pH 9.0). The slide was blocked with 20% NHS and 0.5% Triton in PBS and primary antibodies were diluted in 2% NHS and 0.5% Triton in PBS (p16, 1:30—Abcam, Ab108349; PD-L1, 1:100—Abcam, Ab213524) in a multiplexed manner with the Opal reagents (Akoya Bioscience), each one overnight at 4 °C. Following overnight incubation with the first primary antibody, the slide was washed with PBS, incubated in 2% NHS in PBS with secondary antibody conjugated to HRP (1:100) for 90 min, washed again and incubated with Opal reagents for 15 min. The slide was then washed and microwaved (as described above), washed, stained with the next primary antibody and with DAPI at the end of the cycle, and mounted. We used the following staining sequence: p16 → PD-L1 → DAPI. Each antibody was validated separately, and then multiplexed immunofluorescence was optimized to confirm that the antibody signal was not lost or changed due to the multistep protocol. Slides were imaged with an Eclipse Ni-U microscope (Nikon), connected to a colour camera (DS-Ri1, Nikon, ×20), and DAPI, Cy3 and Cy5 cubes. Images were analysed using the Fiji v2.6.0 software. The QuePath v0.4.4 software was used for the identification and quantification of cells positive for the fluorescent signal of each marker.

### Mice

Female C57BL/6 mice 10–14 weeks of age (young) or 24 months old (old) were used in all experiments. Mice were purchased from Harlan Laboratories. All mice were housed and maintained under specific pathogen-free conditions at the Weizmann Institute of Science in accordance with national animal care guidelines. The housing conditions were: 12-h dark/light cycle (lights on at 8:00), 22 °C temperature and 30–70% humidity. All procedures were performed in accordance with the protocols approved by the Weizmann Institute Animal Care and Use Committee (03320423-1, 06900820-2, 02720418-2, 05410621-3, 04000523-1 and 04040523-2).

### LPS exposure and treatment

For chronic LPS exposure, mice were exposed to an aerosolized PBS alone or PBS containing *Escherichia coli* LPS (0.5 mg ml^−1^; Sigma-Aldrich, L2630) for 30 min, three times a week for 10 weeks, in a custom-built cylindrical chamber as described previously^14^. For short-term 5-day LPS exposure, mice were exposed as in chronic exposure, but only for 5 constitutive days. Mice were killed and lungs were collected 48 h after the last exposure.

For the immune checkpoint blockade treatment mice received intravenous injection of 200 μg anti-PD-L1 (Ichorbio, ICH1086), 200 μg anti-PD1 (Ichorbio, ICH1091) or 200 μg isotype control IgG2b (Ichorbio, ICH2243).

In a short-term 5-day LPS exposure, mice were treated with immune checkpoint blockade on the second and fifth day of LPS inhalation. Old mice and mice undergoing chronic LPS exposure were treated with immune checkpoint blockade in five doses within 3 weeks, and the mice were euthanized 2 days after the final injection.

Bronchoalveolar lavage (BAL) fluid was collected from perfused lungs by double washing with 1 ml PBS through a tracheal catheter as previously described^14^.

### Measurement of cytokines levels in plasma

Blood was taken from the mice through cardiac puncture. To obtain plasma, blood samples were diluted 1:1 with PBS containing 1 mM EDTA upon the collection and then centrifuged at 3,400*g* for 15 min at 4 °C. Plasma levels of cytokines were measured by Milliplex MAP Mouse High Sensitivity T Cell Panel (cat no. MHSTCMAG-70K; Millipore) on Luminex (MAGPIX) following the manufacturer’s instructions. All samples were assayed in duplicate and mean values analysed. BELYSA v1.2 software (Millipore) was applied for data analysis. Concentrations are reported in pg ml^−1^.

### Epigenetic age predictions

Genomic DNA was isolated from whole blood using a Qiagen QIAamp DNA Mini and Blood Mini Kit (Qiagen) and DNA concentrations were measured with a NanoDrop 2000 spectrophotometer (Thermo Scientific). A total of 500 ng of genomic DNA was bisulfite converted with the Zymo Research Group EZ DNA Methylation Kit (Zymo Research). Pyrosequencing was performed with the PyroMark Q48 Autoprep system (Qiagen), and DNA methylation percentages were obtained for age-related CpGs in *Aspa*, *Wnt3a*, *Prima1* and *Hsf4* for the samples from young and old mice treated with anti-PD-L1 or matched isotype control. Primers, PCR conditions and targeted epigenetic age calculations were used, as described before^45^.

### Tissue dissociation

To achieve single-cell suspension from the lung, mice were euthanized by administration of xylazine/ketamine and then perfused by injecting cold PBS via the right ventricle before lung dissection. Lung tissues were dissected from mice, cut into small fragments and suspended in 1.5 ml of DMEM/F12 (Invitrogen, 11330-032) containing elastase (3 U ml^−1^, Worthington, LS002279), collagenase type IV (1 mg ml^−1^, Thermo Scientific, 17104019) and DNase I (0.5 mg ml^−1^, Roche, 10104159001) and incubated at 37 °C for 20 min with frequent agitation. After dissociation procedure, cells were washed with an equal volume of DMEM/F12 supplemented with 10% foetal bovine serum and 1% penicillin–streptomycin (Thermo Scientific), filtered through a 100-μm cell strainer and centrifuged at 380*g* for 5 min at 4 °C. Pelleted cells were resuspended in red blood cell ACK lysis buffer (Gibco, A1049201), incubated for 2 min at 25 °C, centrifuged at 380*g* for 5 min at 4 °C and then resuspended in ice-cold fluorescence-activated cell sorting (FACS) buffer (PBS supplemented with 2 mM EDTA, pH 8 and 0.5% bovine serum albumin).

### Flow cytometry

IMR-90 cells were stained with Zombie Aqua Viability fixable stain (423101) or Sytox Blue (Invitrogen, 34857) for evaluation of live/dead cells, followed by antibody Brilliant Violet 711-PD-L1 (329721) or isotype control (400353) staining (all from BioLegend).

Lung single-cell suspension was stained with anti-mouse CD16/32 (eBioscience, 14-0161-82) to block Fc receptors before labelling with fluorescent antibodies against cell-surface epitopes. For samples that were used for p16 intracellular staining, we used the following antibodies for extracellular staining: Brilliant Violet 605-CD45 (103140), FITC-CD11c (117306) and Brilliant Violet 421-SiglecF (155509) purchased from BioLegend. We used two clones of PD-L1 antibody (either Brilliant Violet 785-PD-L1, 124331, or PE-Cy5-PD-L1, 124344, with both cloning 10F.9G2, and PE-PD-L1, 153611, which clones MIH6) purchased from BioLegend, which yielded similar results. Then cells were fixed with 90% methanol for 10 min at 4 °C. All centrifugation steps after fixation were done at 850*g* for 5 min at 4 °C. For intracellular staining, cells were stained with p16 antibody (Abcam, Ab54210) conjugated to Alexa Fluor 647 fluorophore (Thermo Scientific, A20186). Cells were stained with Zombie Aqua Viability fixable stain for evaluation of live/dead cells. For characterization of immune subsets in BAL, we used the following antibodies: pacific blue-CD69 (104523), Brilliant Violet 605-ICOS (313537), Brilliant Violet 785-NK1.1 (108749), PerCP-CD19 (115531), FITC-CD3 (100204), PE-CD25 (102007), PE-Dazzle 595-TIGIT (142109), PE-Cy5-CD8 (100709), PE-Cy7-CTLA4 (106313), APC-LAG3 (125209), Spark Nir 685-CD4 (100475), Alexa Fluor 700-CD44 (103025), APC/Cy7-PD1 (135223) and APC Fire810-CD45 (103173). All antibodies were purchased from BioLegend and diluted 1:100 in FACS buffer before staining. Cell populations were recorded using LSR-II new (BD Biosciences) or Aurora (Cytec) and analysed using FlowJo v10 software (BD Biosciences) and Prism v7 software.

For imaging, flow cytometry cells were stained with FITC-CD45 (BioLegend, 103107), Brilliant Violet 786-PD-L1 (BioLegend, 124331) and Ax647-p16 (Abcam, Ab54210, conjugated to Alexa Fluor 647 fluorophore from Thermo Scientific, A20186). Before acquisition, cells were stained with DAPI and filtered through a 100 µm membrane. All antibodies were diluted 1:100 in FACS buffer before staining. Cells were acquired using ImageStreamX mark II (Amnis, part of EMD Milipore Merck) and image data analysis was performed using IDEAS v6.2 software as described in previously^6^.

### Mass cytometry

All antibodies used in the study, their corresponding clone, provider and catalogue number are listed in Supplementary Table 1. Antibodies were obtained in protein-free buffer. Custom metal-conjugated antibodies were generated using MaxPAR antibody labelling kits (Fluidigm) or the MIBItag Conjugation Kit (IONpath) according to the manufacturer’s instructions. After metal conjugation, the concentration of each antibody was determined with a Nanodrop (Thermo Scientific) and adjusted to 0.5 mg ml^−1^ with Antibody Stabilizer PBS (CANDOR Bioscience, 131050) for long-term storage at 4 °C. Lung single-cell suspension was washed once in 1 ml of cell staining buffer (CSB) (Fluidigm, 201068). To ensure homogeneous staining, 4 × 10^6^ cells from each sample were used. For viability staining, cells were incubated with 1.25 μM Cell-ID Cisplatin (Fluidigm, 201064) for 3 min before quenching with CSB. Before antibody staining, cells were incubated for 10 min at 4 °C with anti-mouse CD16/32 (Invitrogen, 14-0161-82) to block Fc receptors. Cells were stained with the epithelial or immune-centric antibodies for 45 min at 4 °C. An antibody cocktail of extracellular markers was prepared as a master mix and 50 μl of the cocktail was added to the samples resuspended in 50 μl of CSB. Cells were washed twice with CSB and permeabilized with fixation/permeabilization buffer (eBioscience, 88-8824-00). Then, samples were washed twice with CSB, incubated with 5% goat serum (Sigma-Aldrich, G-9023) and resuspended in 50 μl of CSB before the addition of 50 μl of cocktail of intracellular antibodies. For DNA-based detection, cells were stained with 125 nM Cell-ID Intercalator-Ir (Fluidigm, 201192 A) in PBS with 1.6% paraformaldehyde (Electron Microscopy Sciences, 15700) overnight at 4 °C. Cells were then washed once in CSB and twice in Maxpar Water (Fluidigm, 201069). For mass cytometry acquisition, samples were diluted to 3 × 10^5^ cells ml^−1^ in Maxpar Water containing 1:10 EQ Four Element Calibration Beads (Fluidigm, 201078) and filtered through a 35-μm filtermesh tube (Falcon). For acquisition CyTOF Helios system (Fluidigm) was used and samples were acquired at the rate of 200 events s^−1^. Data were collected as.fcs files. Data were normalized and concatented when necessary, via the CyTOF software v7.0 (Fluidigm). Then, the Cytobank platform (Beckman Coulter) was used to gate out the normalization beads according to the 140Ce channel. Next, several gates were applied to gate out live cells for further analysis. First, live single cells were gated using the cisplatin ^195^Pt, iridium DNA label in ^193^Ir, followed by the event length, and the Gaussian parameters of width, centre, offset and residual channels. To normalize data, a hyperbolic arcsine transformation (with a scale factor of five) was first applied. FlowSOM k-NN clustering and two-dimensional viSNE projections were calculated using Cytobank v9.0 software. Subsequently, mass cytometry data were analysed in Matematica (v14.0) and all custom-generated code is available in the AlonLabWIS git.

### Flow cytometry cell sorting

Cell populations were sorted using BD FACS Aria Fusion flow cytometer (BD Biosciences). Before sorting, all samples were filtered through a 70 mm nylon mesh. Populations that were sorted were epithelial cells (EpCam^+^CD31^−^CD45^−^Ter119^−^), AMs (CD45^+^CD11c^+^SiglecF^+^p16 high/low) and CD8a^+^ T cells (CD45^+^SiglecF^−^CD3^+^CD8a^+^). Sytox Blue (Invitrogen, 34857) or Aqua Zombie was used for viability staining. A range of 5,000–10,000 live cells were sorted into a low-bind eppendorf tube containing 50 µl of lysis/binding buffer (Invitrogen). Immediately after sorting, samples were spun down, snap frozen and stored at −80 °C until further processing.

To sort out lung epithelium, cells were stained with following antibodies: Brilliant Violet BV605-CD31 (102427), PE-CD45 (103106) and Alexa Fluor 488-EpCam (118210) all purchased from BioLegend and eFluor450-TER-119 (eBioscience, 48-5921-82). To sort out AMs, cells were stained with Brilliant Violet 605-CD45 (103140), FITC-CD11c (117306), Brilliant Violet 421-SiglecF (155509) and Brilliant Violet 786-PD-L1 (124331) all from BioLegend and p16 (Abcam, Ab54210) conjugated to Alexa Fluor 647 fluorophore (Thermo Scientific, A20186).

To sort out CD8a^+^ T cells, cells were stained with Brilliant Violet 605-CD45 (103140), Brilliant Violet 421-SiglecF (155509), FITC-CD3 (100204) and APC-CD8a (100711). All antibodies were purchased from BioLegend and diluted 1:100 in FACS buffer before staining.

### Preparation of libraries for RNA-seq

A total of 1 × 10^4^ cells of lung epithelium (EpCam^+^CD31^−^CD45^−^) were sorted into 50 μl of lysis/binding buffer (Life Technologies). mRNA was captured with 15 μl of Dynabeads oligo(dT) (Life Technologies), washed and eluted at 70 °C with 6.1 μl of 10 mM Tris-Cl (pH 7.5). Complementary DNA libraries were prepared from pooled samples of the same cell type (10,000 cells per sample) according to a bulk variation of massively parallel RNA single-cell sequencing (MARS-seq)^46^ and were sequenced on Illumina NextSeq 500 (Illumina). Intracellular staining and sequencing (INs-seq) libraries were prepared as previously described^27^, followed by bulk MARS-seq.

### RNA-seq analysis

Raw data were processed with the User-friendly Transcriptome Analysis Pipeline^47^. Only reads with unique mapping to the 3′ of RefSeq annotated genes (mm10, NCBI *Mus musculus* annotation release 109) were analysed. For differential gene expression analysis, we used DESeq2 (ref. ^48^), following standard workflow, to analyse RNA-seq count data derived from lung epithelial cells, comparing LPS to PBS. Genes with <30 unique molecular indentifiers across samples were pre-filtered. Differentially expressed genes were selected to have fold change > 1.25 and Benjamini–Hochberg-adjusted *P* < 0.05. For GSEA, we used DESeq2 (ref. ^38^) to derive gene fold changes for LPS versus PBS epithelial cells and for p16^+^ versus p16^−^ macrophages, controlling for treatment (LPS/PBS) as a covariant. We then applied GSEA to the ranked fold changes. We used Fast Gene Set Enrichment Analysis (‘fgsea’) library^49^ implemented in R to test for enrichment of gene sets (no. genes >10) from the mouse C5 v5p2 Gene Ontology collection of the Molecular Signature Database^50^.

### Real-time PCR analysis

mRNA was extracted from 5,000 CD8a^+^ T cells sorted into 50 µl of lysis/binding buffer (Invitrogen) and captured using Dynabeads oligo(dT) (Invitrogen) kit according to the manufacturer’s protocols. For lung tissue total RNA was extracted using Qiagen kit. For quantitative PCR analysis, mRNA was reverse transcribed using SuperScript II (Invitrogen, 11904018) and cDNA was diluted 1:10 for quantitative PCR analysis performed using the SYBR Green system. The relative gene expression was determined using the ΔΔCt method and normalization to *Actb*. We used four biological replicates for each condition. One-tailed *t*-tests were used to perform statistical analysis.

The following primers were used: mouse *Actb*—forward, 5′-GGAGGGGGTTGAGGTGTT-3′, reverse,

5′- TGTGCACTTTTATTGGTCTCAAG-3′; *Ifng*—forward,

5′- TGAACGCTACACACTGCATCTTGG-3′, reverse, 5′-CGACTCCTTTTCCGCTTCCTGAG-3′; *p16*—forward, 5′-TTGGGCGGGCACTGAATCTC-3′, reverse,

5′-AGTCTGTCTGCAGCGGACTC-3′; *p19*—forward, 5′-GCCGCACCGGAATCCT-3′; reverse,

5′- TTGAGCAGAAGAGCTGCTACGT-3′; *p21*—forward, 5′-GACAAGAGGCCCAGTACTTC-3′; reverse, 5′-GCTTGGAGTGATAGAAATCTGTC-3′; *Il-1b*—forward,

5′-GGAGAACCAAGCAACGACAAAATA-3′;reverse, 5′-TGGGGAACTCTGCAGACTCAAAC-3′;

*Tnf*—forward, 5′-CCACGCTCTTCTGTCTACTG-3′; reverse, 5′-GATGAGAGGGAGGCCATTTG-3′; *Il-6*—forward, 5′-TAGTCCTTCCTACCCCAATTTCC-3′; reverse,

5′-TTGGTCCTTAGCCACTCCTTC-3′; *CXCL10*—forward,

5′-CCATCAGCACCATGAACC-3′; reverse, 5′-TCCGGATTCAGACATCTC-3′; and *HPRT*—forward,

5′-TGACACTGGCAAAACAATGCA-3′; reverse, 5′-GGTCCTTTTCACCAGCAAGCT-3′.

### Statistics and reproducibility

For mice experiments, no statistical method was used to pre-determine sample sizes. In each experiment, the number of animals was chosen to have sufficient statistical power on the basis of the literature and experience^6,7,15^. For cell culture experiments, the sample size was determined to be at least *n* = 3 independent biological repeats, while in each experiment every sample had three technical repeats. Data are presented as means ± standard error of the mean (s.e.m.), unless otherwise noted. Comparisons between two groups were performed by an unpaired two-tailed Student’s *t*-test, unless otherwise noted. Comparisons between the three groups were performed by one-way analysis of variance (ANOVA). A chi-squared test was performed for RNA-seq analysis of differentially expressed genes. For consistency in comparisons, significance in all figures is denoted as follows: *P < 0.05, **P < 0.01, ***P < 0.001 and ****P < 0.0001.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41556-024-01465-0.

### Supplementary information

Supplementary Information Gating strategy for flow cytometry analysis.

Reporting Summary

Supplementary Table 1 List of mass cytometry antibodies.

### Source data

Source Data Fig. 1 Statistical source data.

Source Data Fig. 2 Statistical source data.

Source Data Fig. 3 Statistical source data.

Source Data Fig. 3 Unprocessed western blots.

Source Data Fig. 4 Statistical source data.

Source Data Fig. 5 Statistical source data.

Source Data Extended Data Fig. 1 Statistical source data.

Source Data Extended Data Fig. 2 Statistical source data.

Source Data Extended Data Fig. 3 Statistical source data.

Source Data Extended Data Fig. 4 Statistical source data.

Source Data Extended Data Fig. 5 Statistical source data.

## Figures and Tables

**Extended Data Fig. 1:**
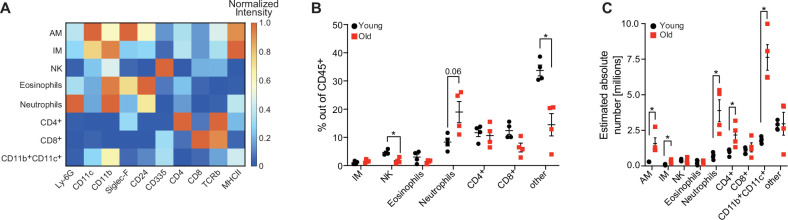
PD-L1 upregulation correlates with p16 expression in aging. **(A)** The heatmap of normalized lineage markers expression for identified immune cell types. The relative frequency **(B)** and absolute number **(C)** of indicated immune cell types in young and old mice. Young (n = 4), old (n = 4). Two-sided Whitney-Mann U test was used for statistical analysis. Error bars, mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001. Experiments were repeated three times independently with similar results. Source numerical data are available in source data. Source data

**Extended Data Fig. 2:**
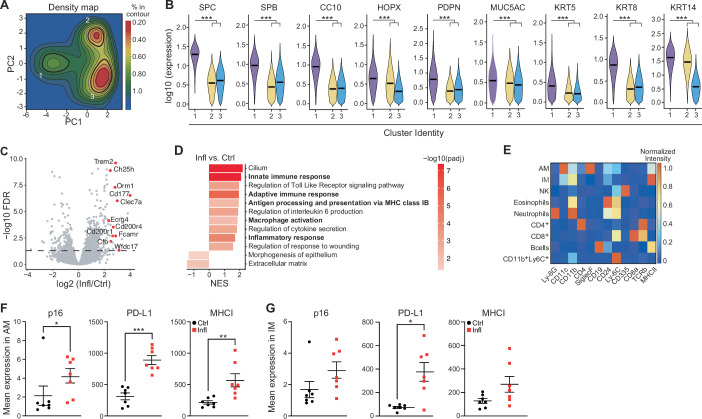
PD-L1 upregulation correlates with p16 expression in chronic inflammation. **(A)** Cell density map for each cluster as a function of Kernel density distribution in Ctrl and Infl condition. **(B)** Violin plot displaying the expression intensity distribution of phenotypic markers for identified clusters. Statistical significance was calculated by the Kruskal-Wallis test. **(C-D)** RNA-seq of lung epithelial cells derived from lungs of Ctrl (n = 5) and Infl (n = 3) mice **(C)** Volcano plot of differentially expressed genes (DEGs) between Ctrl and Infl mice (n = 5). DEGs were identified by Padj < 0.05 and |Fold change | > 1.25. Immune response-related genes are labeled in red. **(D)** Gene Ontology (GO) enrichment analysis of DEGs identified in (C). GO terms are ordered by Normalized Enrichment Score (NES). A positive NES value indicates enrichment in Infl condition, negative NES value indicates enrichment in the Ctrl phenotype. The color of the bar denotes -log10 (p-value). **(E)** Heatmap of normalized lineage marker expression for indicated immune cell types. **(F-G)** Comparison of mean expression of p16, PD-L1, and MHCI markers within **(F)** AM and **(G)** IM in Ctrl and Infl mice (n = 7). (F-G) Two-sided Mann-Whitney test was used for statistical analysis. Error bars, mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001, (A-G) control (n = 5−7), Infl (n = 5-7). A-B and E-G experiments were repeated three times independently with similar results. Source numerical data are available in source data. Source data

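Of the 11 genes labelled in Extended Data Fig. 2c, 10 were called higher in LPS mice and none was lower. These labels were chosen on these libraries and are not independent evidence of a direction. Cd177, a surface glycoprotein known from neutrophils, lies on chromosome 7 of GRCm38 (mm10) from 24743983 to 24760334 and was at 218 ± 61.0 CPM (SD, n = 3) in LPS mice and 13.5 ± 9.69 CPM (SD, n = 5) in PBS mice. Its log2 fold change of 3.98 (standard error 0.43, adjusted p = 0.0018 from edgeR's quasi-likelihood test) was the highest of the 11. Trem2, a lipid receptor of myeloid cells on chromosome 17 from 48346401 to 48352276, was at 17.6 ± 2.87 CPM (SD, n = 3) and 2.41 ± 1.08 CPM (SD, n = 5). Ch25h, which makes 25-hydroxycholesterol, had a log2 fold change of 2.48 (standard error 0.29), and Orm1, the acute phase protein orosomucoid 1, one of 2.83 (standard error 0.38). Cfb, complement factor B, was at 250.5 ± 53.3 CPM (SD, n = 3) and 44.0 ± 35.4 CPM (SD, n = 5). Clec7a, the β-glucan receptor Dectin-1, and Fcamr, an Fc receptor for immunoglobulins A and M, had log2 fold changes of 2.99 and 2.80. Cd200r4 and Cd200r1, of the CD200 receptor family, had log2 fold changes of 2.67 and 2.61, and as related genes on chromosome 16 they may share reads. Ecrg4 had a log2 fold change of 2.33. In PBS mice Fcamr, Cd200r1 and Cd200r4 were at 0.76, 0.85 and 1.30 CPM, near the level of 3 counts, so that the size of their fold changes is uncertain. The calls of Cfb (adjusted p = 0.022), Fcamr (0.020), Cd200r4 (0.015), Clec7a (0.010) and Cd200r1 (0.013) each ended without LPS library s4 (adjusted p = 0.066, 0.068, 0.088, 0.073 and 0.073). Macrophage markers were higher in the same LPS mice. Their mean by itself separates the groups, so that a fit with it as a covariate leaves the group effect poorly determined. In this fit, which called no gene of the whole table, the log2 fold changes of Cd200r4, Cd200r1, Clec7a, Ch25h and Trem2 were 0.081, 1.29, 1.20, 1.20 and 1.92. That of Wfdc17 was 2.39, and those of Ecrg4, Orm1, Cfb, Fcamr and Cd177 were 2.89, 4.36, 3.89, 4.80 and 4.94. Wfdc17 was also near the limit of detection, at 3.91 ± 2.62 CPM (SD, n = 3) in LPS mice and 0.40 ± 0.70 CPM (SD, n = 5) in PBS mice. Its log2 fold change of 2.93 (standard error 0.85) did not pass (adjusted p = 0.10 from the same test), but passed without PBS library s2 (4.74, adjusted p = 0.043).

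**Figure D2:**
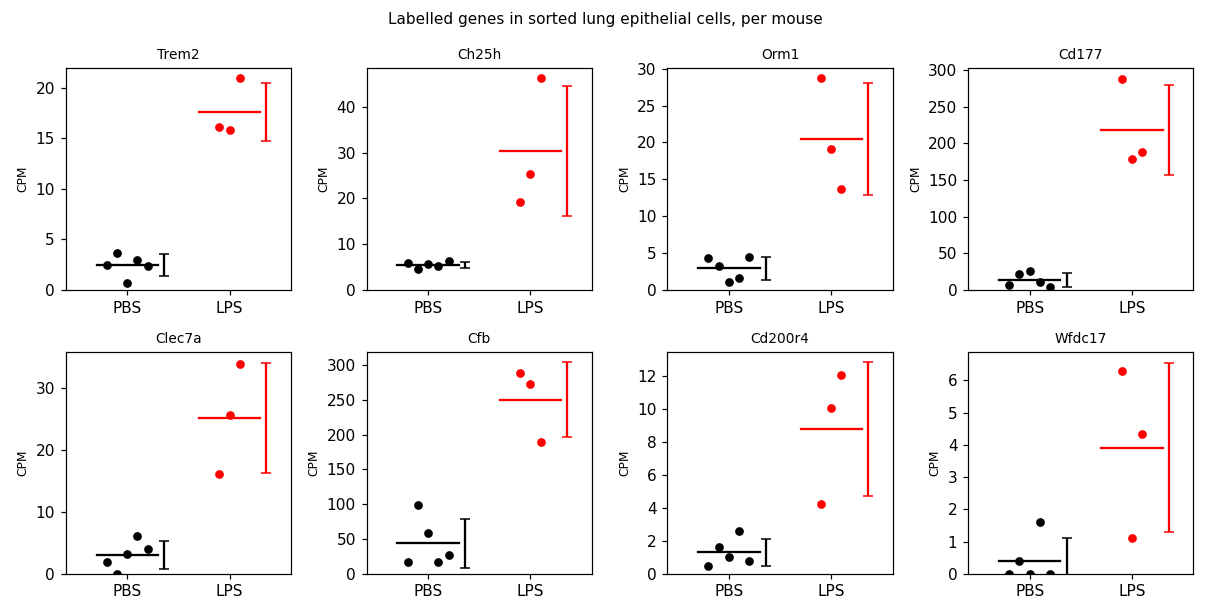
TMM-normalized CPM of 8 of the labelled genes. Each point is a mouse (PBS, n = 5, black; LPS, n = 3, red), horizontal lines are group means and bars are the SD. In 7 of the 8 panels every LPS mouse lies above every PBS mouse, and the exception is Wfdc17.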

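Genes of motile cilia, which ciliated airway cells carry, had a positive log2 fold change in all 36 members tested, with a median of 0.79. No single member was called over all genes by edgeR (18 higher when adjusted over the list alone). At an unadjusted p under 0.05, 26 were higher, DESeq2 called 5 and limma-voom 0. Dnaic1, a chain of the dynein that moves cilia, was at 76.5 ± 4.29 CPM (SD, n = 3) in LPS mice and 39.6 ± 14.9 CPM (SD, n = 5) in PBS mice, and Tppp3 was at 2421 ± 112 CPM (SD, n = 3) and 1322 ± 390.2 CPM (SD, n = 5). The list was higher than other genes (adjusted p = 4.5e-12 from limma's camera test, and adjusted p = 0.65 with an estimated correlation). Its mean log2 CPM was 4.86 in PBS library s6, 5.98 to 6.45 in the other PBS libraries and 6.67 to 6.93 in LPS mice. This difference did not pass (two-sided exact permutation test, p = 0.054). Extracellular matrix genes were lower as a list (median -0.24 over 30 genes, camera adjusted p = 0.0061, and adjusted p = 0.71 with an estimated correlation). Fibroblast markers, of which 4 also belong to the matrix list, were lower with it as a list (median -0.77 over 16 genes, camera adjusted p = 0.0061, and adjusted p = 0.71 with an estimated correlation), with no member called by edgeR, DESeq2 or limma-voom and 4 lower at an unadjusted p under 0.05. The fibroblast list did not pass without LPS library s18 (camera adjusted p = 0.16), without PBS library s2 (0.0516) or without PBS libraries s1 and s2 (0.39). In both lists LPS library s18 had the lowest mean log2 CPM of the 8 libraries and PBS libraries s1 and s2 the highest. LPS library s4 lay above PBS libraries s16 and s6 in both. Per mouse, the difference did not pass in the matrix list (two-sided exact permutation test, p = 0.25) or the fibroblast list (p = 0.14). The matrix list did not pass without LPS library s18 (median -0.16, camera adjusted p = 0.18) or without PBS libraries s1 and s2, left out after seeing the data (median -0.21, camera adjusted p = 0.23). Its 1 called member went the other way (1 higher and 1 lower when adjusted over the list alone), since Fn1, fibronectin, was at 94.2 ± 30.0 CPM (SD, n = 3) in LPS mice and 28.4 ± 9.87 CPM (SD, n = 5) in PBS mice, and this call ended without LPS library s18 or s4 (edgeR adjusted p = 0.056 and 0.068). Efemp1, a fibulin, had a log2 fold change of -0.89 (standard error 0.23, adjusted p = 0.075 from edgeR's quasi-likelihood test, and 0.016 with DESeq2). Of 25 genes of epithelial morphogenesis none was called by edgeR (1 higher and 4 lower when adjusted over the list alone). At an unadjusted p under 0.05, 4 were higher and 5 lower, DESeq2 called 1 higher and 1 lower, and limma-voom 1 higher. Wnt7b, a secreted Wnt ligand, had a log2 fold change of 0.89 (adjusted p = 0.060, and 0.011 with DESeq2) and Spry2, an inhibitor of growth factor signalling, one of -1.55 (adjusted p = 0.070, and 0.025 with DESeq2). The median of this list was 0.0045, its mean -0.03 and its camera adjusted p 0.76. The Gene Ontology sets of the paper were not used here. Of 783 Reactome pathways with 11 to 500 tested genes, ranked by log2 fold change in fgsea, 11 were higher and 106 lower in LPS mice. Because fgsea permutes genes and not mice, genes that move together make its p too small, and its p does not measure the spread between mice. Among the higher pathways were intraflagellar transport (normalized enrichment score (NES) 1.97, adjusted p = 0.0037), complement cascade (NES 1.85, adjusted p = 0.021), interferon signalling (NES 1.79, adjusted p = 0.0041) and the endosomal and vacuolar pathway of antigen presentation (NES 1.74, adjusted p = 0.042). Innate immune system, with 396 tested genes, did not pass (NES 1.26, adjusted p = 0.13). The lowest score belonged to the targeting of nascent proteins to the membrane, a pathway made up largely of ribosomal protein genes (NES -2.66, adjusted p = 1.4e-11). The mean log2 CPM of its 95 genes was 8.26 to 8.47 in PBS libraries s11, s16 and s6, 7.96 and 8.00 in PBS libraries s1 and s2, and 7.83 to 7.93 in LPS mice. With camera on the same pathways 7 were higher and 43 lower, and interferon signalling did not pass (adjusted p = 0.11). This camera test used the preset correlation, and an estimated correlation was not run on the pathways.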

**Extended Data Fig. 3:**
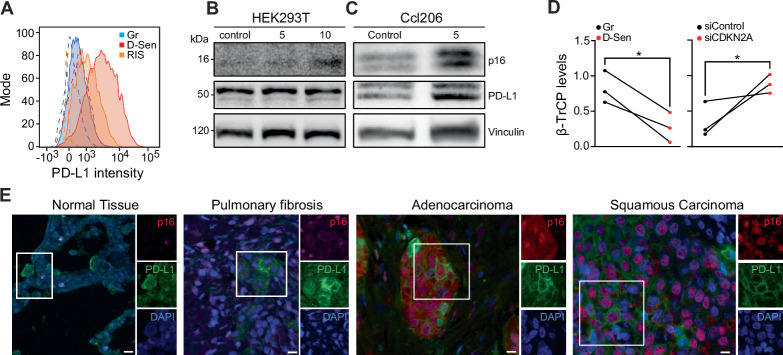
p16 increases the stability of PD-L1 protein in senescent cells. **(A)** Representative histogram showing PD-L1 level in growing (Gr, blue), replicative senescence (RIS, orange), and DNA-damage-induced senescence (D-Sen, red) by flow cytometry. Isotype control for each condition is presented by a dashed line. **(B-C)** Immunoblot (IB) analysis of whole cell lysates derived from (B) HEK293T cells, (C) CCL-206 cells treated with vehicle (Control) or doxycycline (5 μg/ml or 10 μg/ml) to induce p16 overexpression (p16 OE). **(D)** B-TrCP levels from immunoblot analysis of IMR90 cells (D, left) growing (Gr) and D-Sen and (D, right) D-Sen cells treated with siControl and siCDKN2A. Two-tailed Student t-test; Error bars, mean ± SEM. *p < 0.05. **(E)** Representative immunofluorescence images of p16 (red) and PD-L1 (green) staining in normal lung tissue, and lungs in patients with pulmonary fibrosis, lung adenocarcinoma, and squamous cell carcinoma. Blue, nuclei stain by DAPI. Scale bars indicate 20 μm. Images are representative of normal (n = 4), fibrosis (n = 6), adenocarcinoma (n = 4), and squamous cell carcinoma (n = 6) lung specimens. B-D experiments were repeated independently three times with similar results. A-D experiments were repeated three times independently with similar results. Source numerical data and unprocessed blots are available in source data. Source data

**Extended Data Fig. 4:**
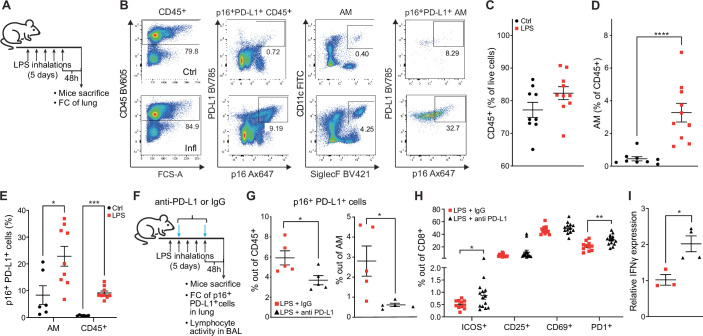
Anti-PD-L1, but not anti-PD-1, antibody treatment depletes p16, PD-L1^−^positive cells *in vivo.* **(A)** Experimental setup: mice were exposed daily to either PBS (Ctrl) or LPS inhalations for 5 days before analysis of mice lungs 48 h after the last inhalation. **(B)** Representative flow cytometry plots showing the gating strategy for p16^+^ PD-L1^+^ cells from immune cells (CD45^+^) and Alveolar Macrophage (AM) population. **(C-E)** Flow cytometry analysis of **(C)** CD45^+^, **(D)** AM, and **(E)** p16^+^PD-L1^+^ cells within CD45^+^ and AM populations in mice treated as described in A. (n = 6-10) **(F)** Experimental setup: mice exposed daily to either PBS (Ctrl) or LPS inhalations for 5 days received anti-PD-L1 or matched IgG control as indicated, and lungs and bronchoalveolar lavage (BAL) were analysed 48 h after the last inhalation. **(G-H)** Flow cytometry analysis of lung **(G)** or BAL **(H)** from mice treated as in scheme F. **(G)** Percentage of p16^+^PD-L1^+^ cells within CD45^+^ or AM. (n = 5) (**H)** Percentage of CD8 T cells positive for ICOS, CD25, CD69, and PD1 (n = 13-14) **(I)** mRNA level of *IFN-γ* cytokine from CD8 T cells in BAL. Values are relative to mice treated with IgG control (n = 3-4). (C-E, G-I) Two-sided Mann-Whitney test was used for statistical analysis. Error bars, mean ± SEM *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Experiments were repeated three times independently with similar results. Source numerical data are available in source data. Source data

**Extended Data Fig. 5:**
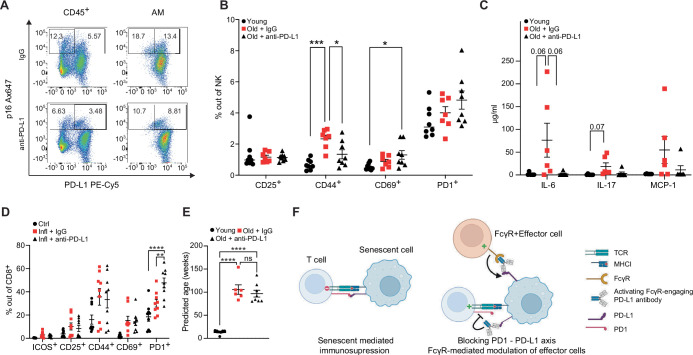
Anti-PD-L1 antibody treatment depletes p16, PD-L1^−^positive cells in aging and chronic lung inflammation. **(A-D)** Analysis of old mice treated with either anti-PD-L1 or isotype control (IgG). Young mice are the control group. **(**A-B) Flow cytometry analysis of the lungs. **(A)** Representative flow cytometry plots showing the gating strategy for p16^+^ PD-L1^+^ cells from immune cells (CD45^+^) and Alveolar Macrophage (AM) population. **(B)** Percentage of NK cells positive for CD25, CD44, CD69, and PD1. **(C)** Plasma levels of IL6, IL17, and MCP-1. **(D)** Predicted age based on the epigenetic clock of the peripheral immune system in the blood. **(E)** Flow cytometry analysis of mice with chronic lung inflammation (Infl) treated with either anti-PD-L1 or IgG control. Naive mice were the control group (Ctrl). Percentage of CD8 T cells positive for ICOS, CD25, CD44, CD69, and PD1. **(F)** Scheme of anti-PD-L1 antibody treatment of senescent cells and its effect. Statistical significance was calculated using one-way ANOVA; n = 6^−^9, Error bars, mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, (B-D) young (n = 7), old + IgG (n = 7), old + anti-PD-L1 (n = 8); (E-H) naive (n = 7-8), Infl + IgG (n = 7-10), Infl + anti-PD-L1 (n = 7-8). Experiments were repeated three times independently with similar results. Source numerical data are available in source data. Source data

## Data Availability

All NGS sequencing data in this manuscript are available at NCBI GEO under the accession numbers GSE225285 (INseq data for alveolar macrophages) and GSE225286 (for lung epithelium). Mass cytometry data are available via juliamajewski GitHub at http://github.com/juliamajewski/p16-dependent-increase-of-PD-L1-stability-regulates-immunosurveillance-of-senescent-cells. All other data supporting the findings from this study are available from the corresponding authors on reasonable request. Source data are provided with this paper.

## Code availability

Custom-generated code for analysis of mass cytometry data is available via the AlonLabWIS GitHub at https://github.com/AlonLabWIS/Immune-checkpoint-keeps-senescent-cells-alive.git. Custom-generated code for analysis of RNA-seq data is available via the tomerlan GitHub at https://github.com/tomerlan/p16_PDL1.

# Supplementary material for: p16-dependent increase of PD-L1 stability regulates immunosurveillance of senescent cells
**Source:** Nat Cell Biol. 2024 Aug 5;26(8):1336–45. doi: 10.1038/s41556-024-01465-0

p16-dependent increase of PD-L1 stability regulates immunosurveillance of senescent cells

---

In the format provided by the
authors and unedited

1.Characterization of lymphocytes

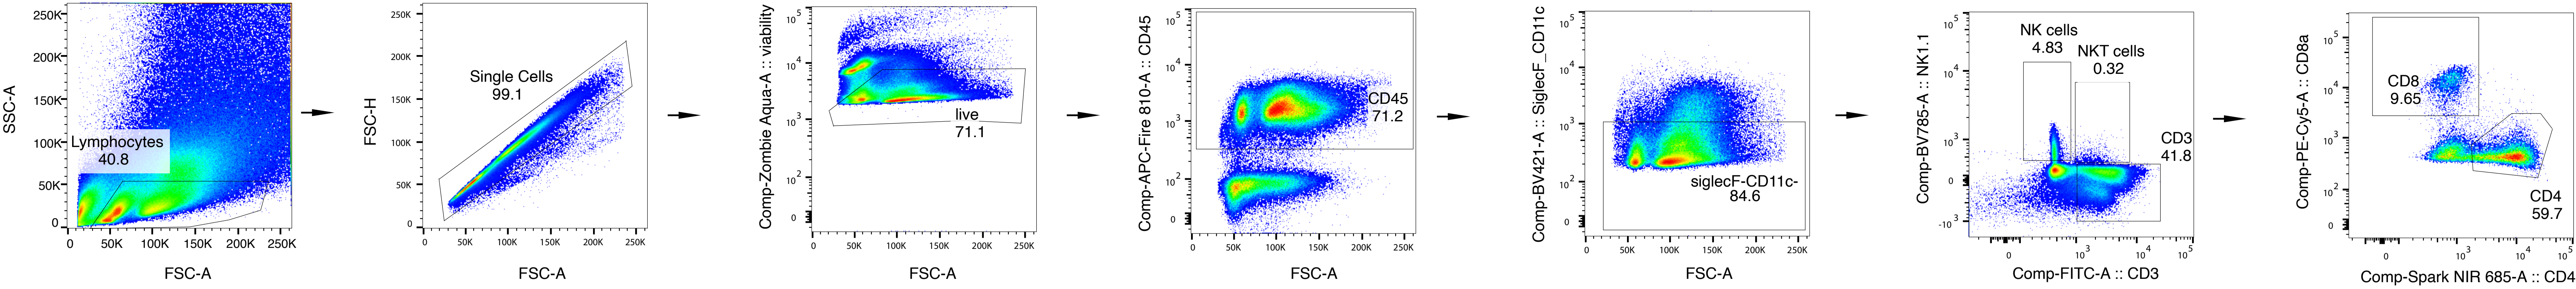

Gated on CD8 T cells, activation markers

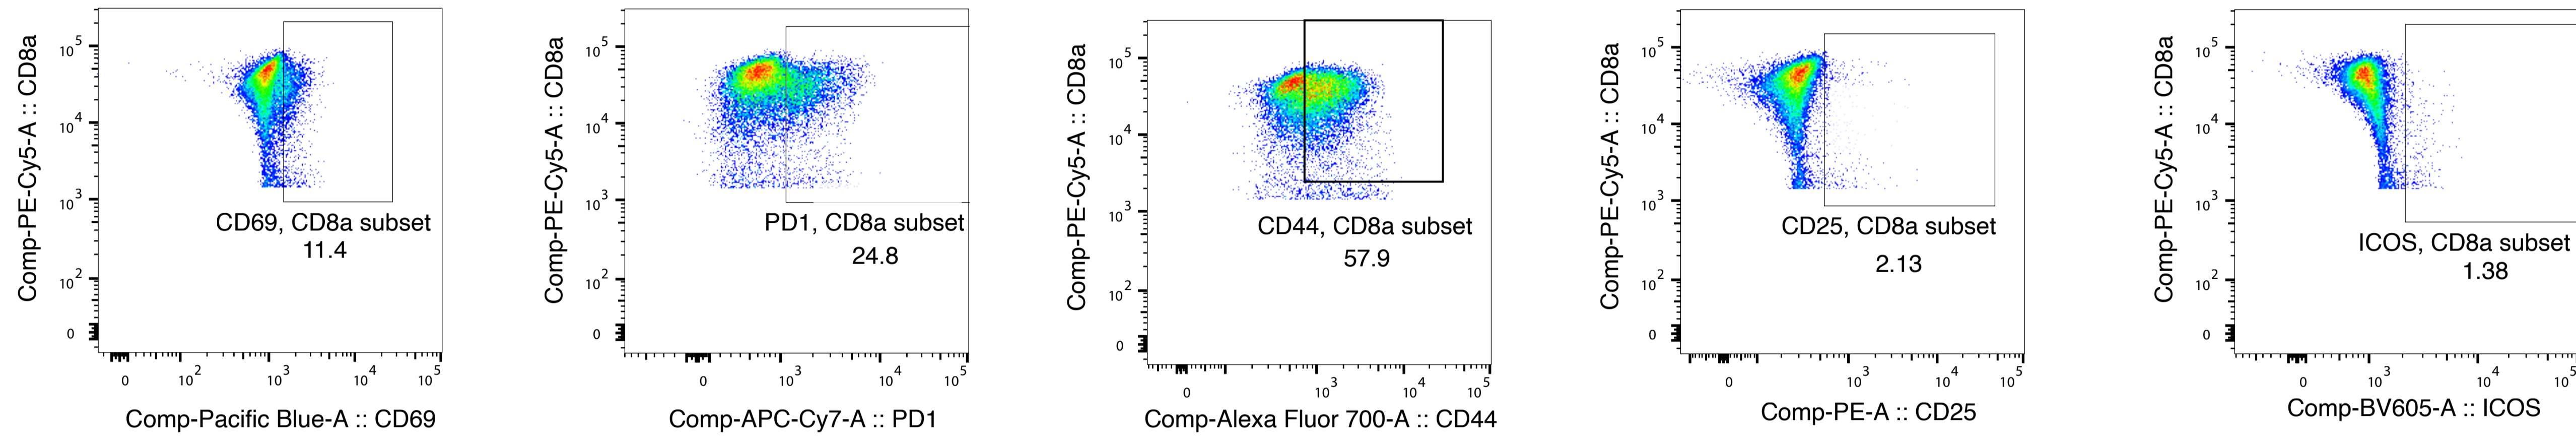

Gated on NK cells, activation markers

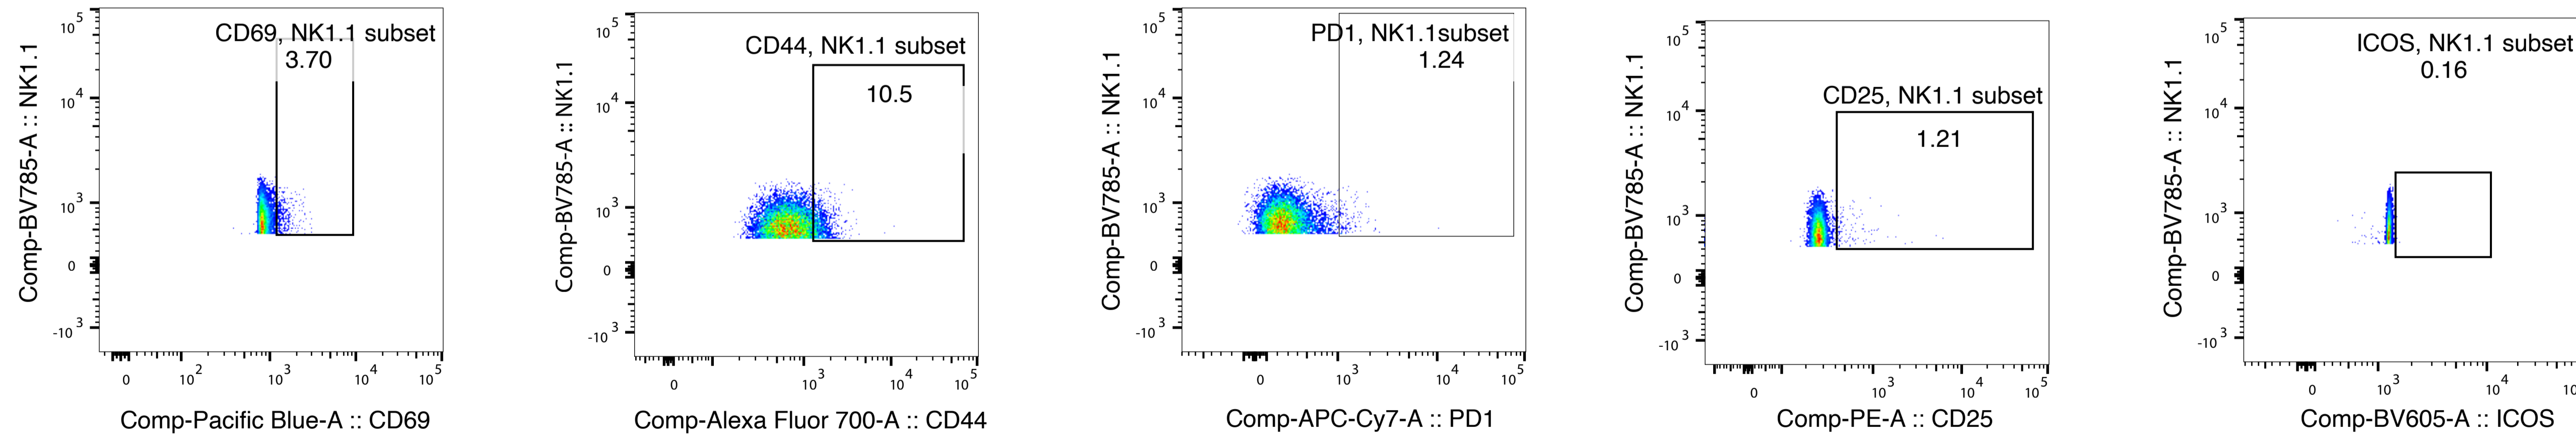

2. Identification of p16 and p16, PDL1-positive cells within CD45 and AM

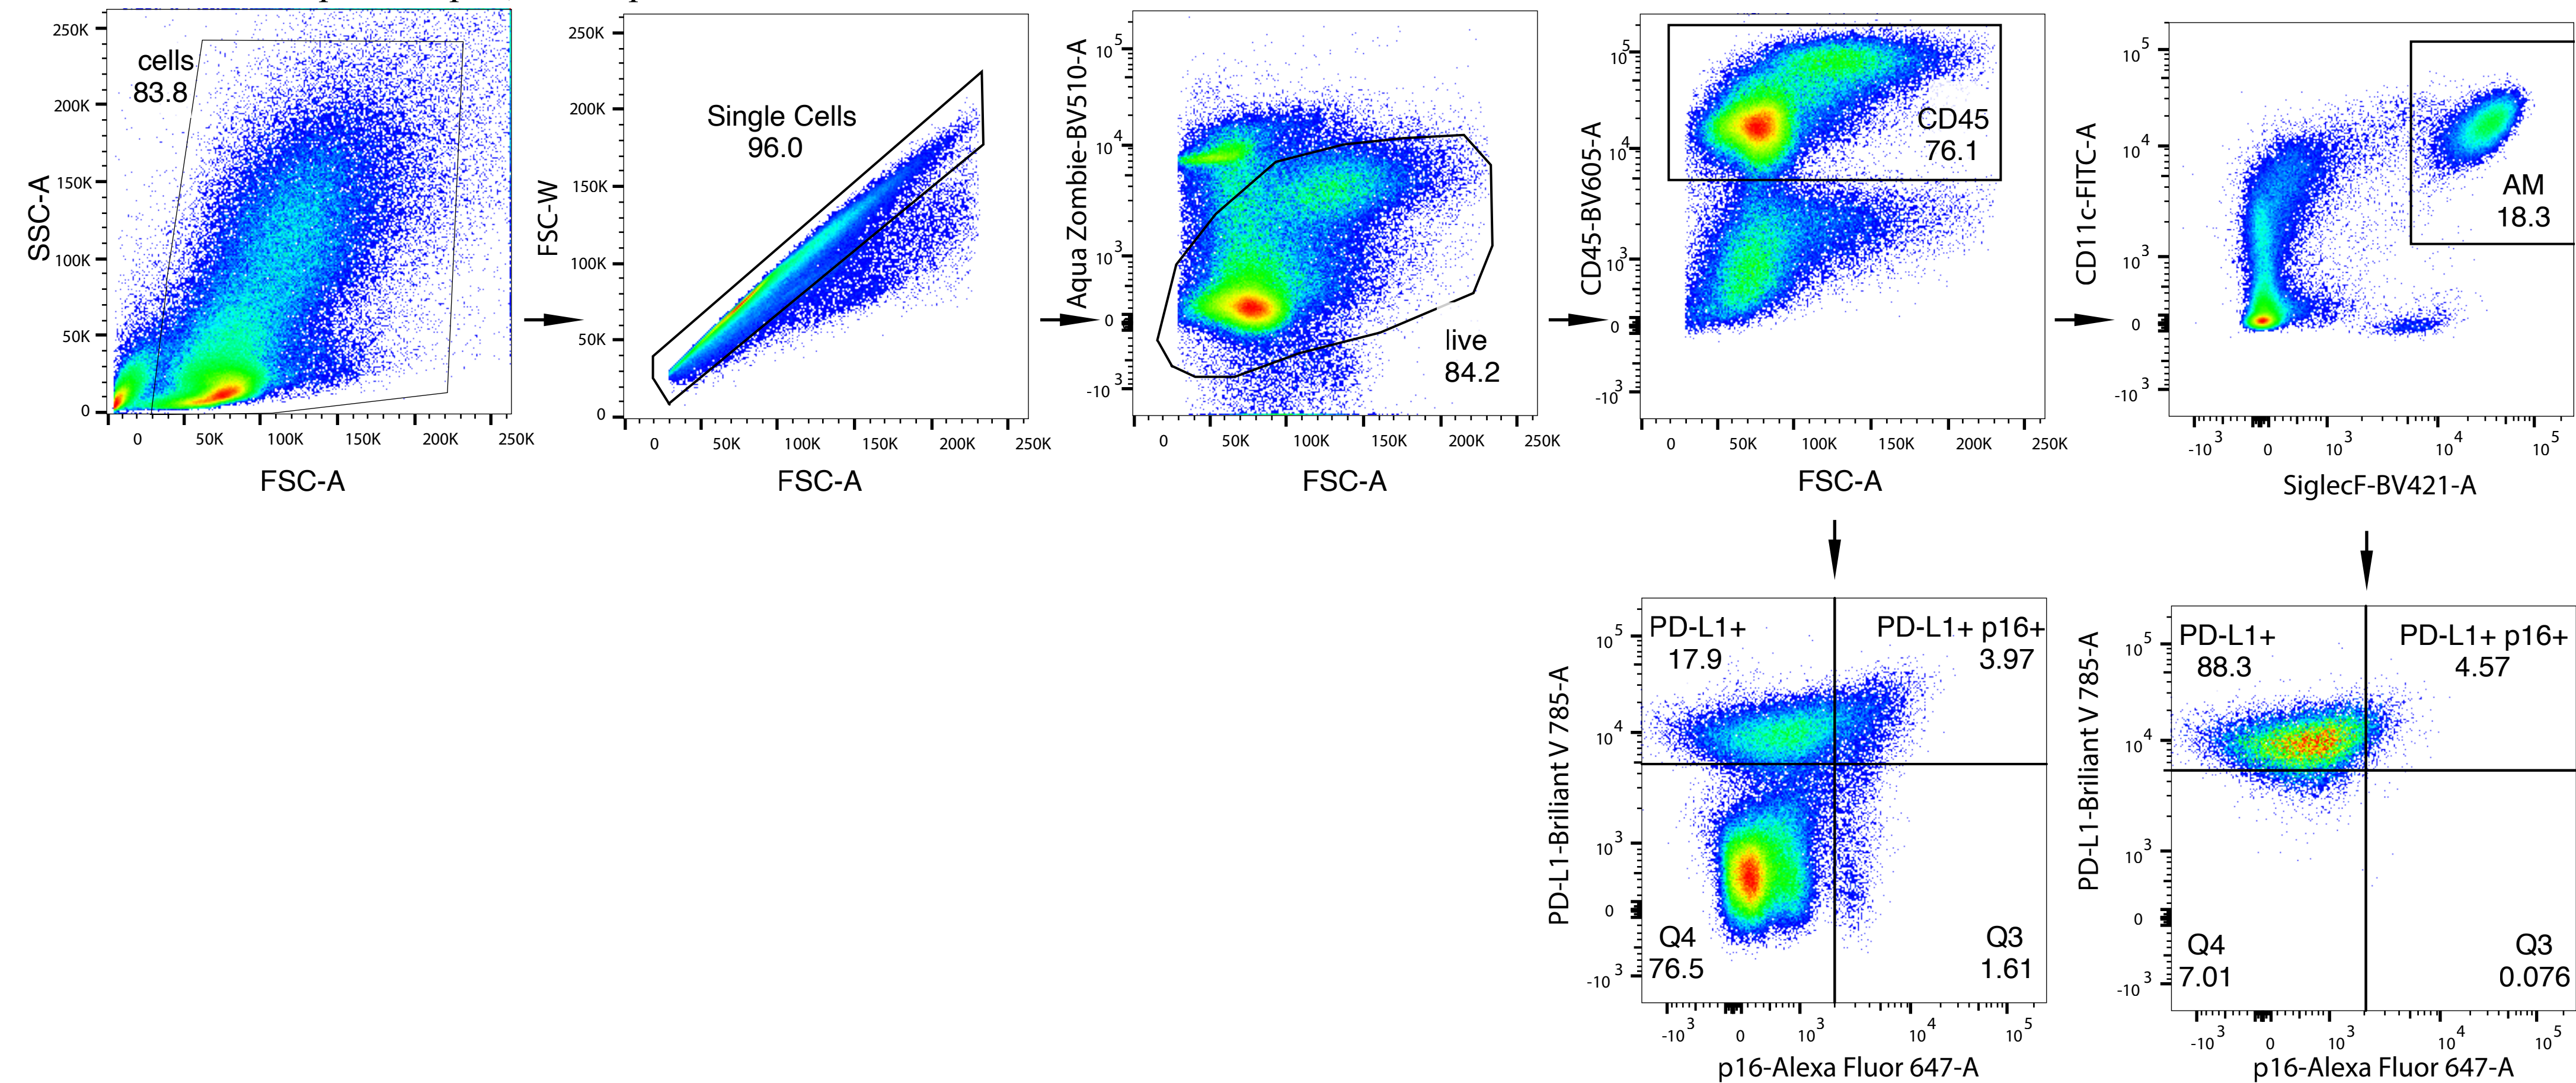

**Supplement:** Supplementary file 1 — Gating strategy for flow cytometry analysis.

# Supplementary material for: p16-dependent increase of PD-L1 stability regulates immunosurveillance of senescent cells
**Source:** Nat Cell Biol. 2024 Aug 5;26(8):1336–45. doi: 10.1038/s41556-024-01465-0
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- n/a

Confirmed
- ☐

☒

The exact sample size (*n*) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐

☒

A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐

☒

The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☐

☒

A description of all covariates tested
- ☐

☒

A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐

☒

A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐

☒

For null hypothesis testing, the test statistic (e.g. *F*, *t*, *r*) with confidence intervals, effect sizes, degrees of freedom and *P* value noted
Give P values as exact values whenever suitable.
- ☒

☐

For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒

☐

For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐

☒

Estimates of effect sizes (e.g. Cohen's *d*, Pearson's *r*), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

For acquisition of mass cytometry data, CyTOF Helios II system (Fluidigm) was used. For imaging flow cytometry, cells were acquired using ImageStreamX mark II (Amnis, Part of EMD Milipore Merck). Flow cytometry data was recorded with LSR-II new (BD Biosciences) and Aurora (Cytec). Cell sorting was done using BD FACSAria Fusion flow cytometer (BD Biosciences). Immunofluorescent stainings were imaged with an Eclipse Ni-U microscope (Nikon), x20. The optical density of quantikine ELISA Immunoassay was measured with the Infinite 200 plate reader (Tecan). Serum levels of cytokines were measured on Luminex (MAGPIX). Pyrosequencing was performed with the PyroMark Q48 Autoprep system (Qiagen). cDNA libraries for RNAseq were sequenced on Illumina NextSeq500 (Illumina).

Data analysis

RNA seq - raw data was processed with the User-friendly Transcriptome Analysis Pipeline (UTAP). For differential gene expression analysis, we used DESeq2. For Gene set enrichment analysis, we used DESeq2 to derive gene fold-changes for LPS vs. PBS epithelial cells, and for p16+ vs. p16- macrophages, controlling for treatment (LPS/PBS) as a covariant. We then applied gene set enrichment analysis (GSEA) to the ranked fold-changes. We used Fast Gene Set Enrichment Analysis ("fgsea") library implemented in R software (v4.2.2) to test for enrichment of gene sets (#genes > 10) from the mouse C5 v5p2 gene ontology (GO) collection of the Molecular Signature Database.

For mass cytometry data was normalized, concatenated when necessary, and pre-gated via the CyTOF software v7.0 (Fluidigm). FLOWsOM k-NN clustering and two-dimensions viSNE projections were calculated using Cytobank v9.0 software (Beckman Coulter). Subsequently mass cytometry data was analysed in Matematica (v14.0) and all custom generated code is available in the AlonLabWIS git (<https://github.com/AlonLabWIS/Immune-checkpoint-keeps-senescent-cells-alive.git>).

Custom generated code for analysis of RNA-Seq data is available at tomerlan git (https://github.com/tomerlan/p16_PDL1).

Flow cytometry data was analyzed using FlowJo v10 software (BD Biosciences) and Prism v7 software. Imaging flow cytometry data was analysed using IDEAS v6.2 software.

Cytokine levels were analysed by BELYSA v1.2 software (Millipore).

Immunofluorescence staining was analysed with Fiji v2.6.0 software and fluorescent signal was quantified by QuPath v0.4.4 software.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All NGS sequencing data in this manuscript are available at NCBI GEO under the accession numbers GSE225285 (INseq data for alveolar macrophages), and GSE225286 (for lung epithelium). All mass cytometry data is available at juliamajewski GitHub (<http://github.com/juliamajewski/p16-dependent-increase-of-PD-L1-stability-regulates-immunosurveillance-of-senescent-cells>). All other data supporting the findings from this study are available from the corresponding author on reasonable request.

*We have not used any databases/dataset other then the ones generated in this study.

Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

For mice experimnts:

No statistical method was used to predetermine sample sizes, which were chosen to have sufficient statistical power based on the literature and past experience (Sagiv et al. Cell Reports 2018; Ovadya et al. Nat Commun 2019; Karin et al. Nat Comm 2019; Levi et al. Aging 2022). For cell culture experiments, the sample size was determined to be at least n=3 independent biological repeats, while in each experiment every sample had 3 technical repeats.

Figure legends indicate the sample sizes and tests used to analyze each set of experiments.

Data exclusions

One aged and young mouse, could not be included in the CyTOF analysis due to plugs in Helios™ II CyTOF® that resulted in insufficient number of cells for analysis. Also one young mouse in ageing experiemnt with PD-L1 Treatment looks like technical outlier.

Replication

For chronic inflammation experiments, we conducted 4 (PBS, Control/Ctrl) and 4 (LPS, Infl) independent experiments, while in each experiment the number of mice in each group was at least n=3. The results were replicated in all the groups between all experiments. For aging experiments we had at least 4 mice in each group. For short term LPS inflammation experiments, we conducted at least 3 independent experiments with at least n=3 independent biological repeats.

For the cell culture experiments, we conducted at least n=3 independent biological repeats, while in each experiment every sample had 3 technical repeats.

Randomization	Animals were randomly assigned to experimental groups.
Blinding	During all experiments and analysis of results, investigators were blinded to the identity of the animals ,as well as to the identity of treatment (including cell culture experiments), when relevance.<br>Image analysis of human tissue microarray was performed by randomly choosing field of view.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☐	☒ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used

All fluorescent antibodies were diluted 1:100 with FACS buffer.

IMR-90 cells were stained with Zombie Aqua Viability fixable stain (#423101) for evaluation of live/dead cells, followed by antibody Brilliant Violet 711-PD-L1 (#329721) or isotype control (#400353) staining (all from Biolegend).

Lung single cell suspension was stained with anti-mouse CD16/32 (eBioscience, #14-0161-82) to block Fc receptors before labeling with fluorescent antibodies against cell-surface epitopes. For samples which were used for p16 intracellular staining, we used following antibodies for extracellular staining: Brilliant Violet 605-CD45 (#103140), FITC-CD11c (#117306), Brilliant Violet 421-SiglecF (#155509) purchased from Biolegend. We used two clones of PD-L1 antibody (Brilliant Violet 785-PD-L1, 10F.9G2, #124331, PE-PD-L1, MIH6, #153611) purchased from Biolegend, which yielded similar results. Then cells were fixed with 90% methanol for 10 min at 4°C. All centrifugation steps after fixation were done at 850g for 5 min at 4°C. For intracellular staining, cells were stained with p16 antibody (Abcam, #Ab54210) conjugated to Alexa Fluor 647 fluorophore (Thermo Scientific, #A20186). Cells were stained with Zombie Aqua Viability fixable stain for evaluation of live/dead cells. For characterization of immune subsets in BAL we used following antibodies: Pacific Blue-CD69 (#104523), Brilliant Violet 605-ICOS (#313537), Brilliant Violet 785-NK1.1 (#108749), PerCP-CD19 (#115531), FITC-CD3 (#100204), PE-CD25 (#102007), PE-Dazzle 595-TIGIT (#142109), PE-Cy5-CD8 (#100709), PE-Cy7-CTLA4 (#106313), APC-LAG3 (#125209), Spark Nir 685-CD4 (#100475), Alexa Fluor700-CD44 (#103025), APC/Cy7-PD1 (#135223), APC Fire810-CD45 (#103173) all from Biolegend.

For imaging flow-cytometry cells were stained with FITC-CD45 (Biolegend, #103107), Brilliant Violet 786-PD-L1 (Biolegend, #124331) and AxCy7-p16 (Abcam, #Ab54210, conjugated to Alexa Fluor 647 fluorophore from Thermo Scientific, #A20186). Before acquisition, cells were stained with DAPI.

To sort out lung epithelium, cells were stained with following antibodies: Brilliant Violet BV605-CD31 (#102427), PE-CD45 (#103106), Alexa Fluor 488-EpCam (#118210) all purchased from Biolegend and eFluor450-TER-119 (eBioscience, #48-5921-82). To sort out alveolar macrophages, cells were stained with Brilliant Violet 605-CD45 (#103140), FITC-CD11c (#117306), Brilliant Violet 421-SiglecF (#155509), Brilliant Violet 786-PD-L1 (#124331) all from Biolegend and p16 (Abcam, #Ab54210) conjugated to Alexa Fluor 647 fluorophore (Thermo Scientific, #A20186). To sort out CD8a T cells, cells were stained with Brilliant Violet 605-CD45 (#103140), Brilliant Violet 421-SiglecF (#155509), FITC-CD3 (#100204), APC-CD8a (#100711) all from Biolegend.

Validation

In flow cytometry experiments, antibodies were used according to the manufacturer's instructions, and each antibody was compared individually to an unstained sample or fluorescence minus one control or/and isotype control.

Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s)	Mouse CCL-206 fibroblasts, Human IMR-90 fibroblasts and HEK293T cells were obtained from the American Type Culture Collection (ATCC).
Authentication	Mouse CCL-206 fibroblasts, Human IMR-90 fibroblasts and HEK293T cells were authenticated by STR profiling conducted by the ATCC.
Mycoplasma contamination	All cell lines were tested for mycoplasma contamination.

Commonly misidentified lines
(See [ICLAC](#) register)

We have not used any commonly misidentified cell lines.

Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals

Female C57BL/6 mice 10 - 14 weeks of age (young) or 24 months old (old) were used in all experiments. All mice were housed and maintained under specific pathogen-free conditions at the Weizmann Institute of Science in accordance with national animal care guidelines. The housing conditions were: 12-hour dark/light cycle (lights on at 8 am), 22°C temperature, and 30-70% humidity.

For chronic LPS exposure, mice were exposed to an aerosolised PBS alone or PBS containing Escherichia coli LPS (0.5 mg/ml; Sigma, #L2630) for 30 min, 3 times a week for 10 weeks. For short-term 5-day LPS exposure, mice were exposed as in chronic exposure, but only for 5 constitutive days. Mice were sacrificed and lungs were harvested 48h after the last exposure.

For PD-L1 antibody treatment, mice received intravenous injection of 200 ug anti-PD-L1 (Ichorbio, #ICH1086), 200 ug of anti-PD1 (Ichorbio, #ICH1091) or 200 ug isotype control IgG2b (Ichorbio, #ICH2243) on the second and fifth day of short-term LPS inhalation. Old mice and mice undergoing chronic LPS exposure were treated with antibodies in 5 doses within 3 weeks, and the mice were euthanized two days after the final injection.

Wild animals

This study did not involve wild animals.

Reporting on sex

For this study female mice were chosen for the LPS experiments, as we have previously optimized Chronic Obstructive Pulmonary Disease model system in female mice following chronic exposure to LPS (Sagiv, 2018). To keep consistency, we also have used female mice for short term LPS experiments and ageing experiments.

Field-collected samples

This study did not involve samples collected from the field.

Ethics oversight

The Weizmann Institute of Science Animal Care and Use Committee (IACUC) approved all procedures described in this work.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Flow Cytometry

Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation

To achieve single cell suspension from the lung, mice were euthanized by administration of xylazine/ketamine and then perfused by injecting cold PBS via the right ventricle before lung dissection. Lung tissues were dissected from mice, cut into small fragments, and suspended in 1.5 ml of Dulbecco's modified Eagle medium/F12 medium (Invitrogen, #11330-032) containing elastase (3U/ml, Worthington, #LS002279), collagenase type IV (1mg/ml, Thermo Scientific, #17104019) and DNase I (0.5 mg/ml, Roche, #10104159001) and incubated at 37°C for 20min with frequent agitation. After dissociation procedure, cells were washed with an equal volume of DMEM/F12 supplemented with 10% FBS and 1% penicillin–streptomycin (Thermo Scientific), filtered through a 100-µm cell strainer, and centrifuged at 380g for 5 min at 4°C. Pelleted cells were resuspended in red blood cell ACK lysis buffer (Gibco, #A1049201), incubated for 2 min at 25°C, centrifuged at 380g for 5 min at 4°C and then resuspended in ice-cold sorting buffer (PBS supplemented with 2mM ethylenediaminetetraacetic acid, pH 8 and 0.5% BSA).

Instrument

The cells were run in a LSR II Flow Cytometer (BD Biosciences) or Aurora (Cytec). For imaging cell flow cytometry, cells were acquired using ImageStreamX mark II (Amnis, Part of EMD Milipore Merck) and analysis of the image data was performed using IDEAS 6.2 software.

Software

Data was collected in the BD FACSDiva™ software (BD Biosciences) and analyzed using the FlowJo v10 software (BD Biosciences) and Prism v7.

Cell population abundance

Samples were not sorted to post-sort fractions.

Gating strategy

Cells were identified by first gating to eliminate debris (FSC-A versus SSC-A), and then on singlets (FSC-H versus FSH-A). Live cells were gated based on their negative signal for DNA stain (either Sytox Blue or Aqua Zombie).

Immune cells were then identified by gating for CD45+ cells. The gating strategy for the immune subsets was performed as

follows: CD4 Tregs (CD45+/SiglecF-/CD3+/CD4+/Foxp3+), CD8 (CD45+/SiglecF-/CD3+/CD8+), NK cells (CD45+/SiglecF-CD3-/NK+) and alveolar macrophages (CD45+, CD11c+, Siglec-F+).
Epithelial cells (CD45-/CD31-/Epcam+).

Populations that were sorted were epithelial cells (EpCam+ CD31- CD45- Ter119-), alveolar macrophages (CD45+CD11c+SiglecF+ p16 high/low), and CD8a T cells (CD45+SiglecF-CD3+CD8a+). Sytox Blue (Invitrogen, #34857) or Aqua Zombie was used for viability staining.

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

# Supplementary material for: p16-dependent increase of PD-L1 stability regulates immunosurveillance of senescent cells
**Source:** Nat Cell Biol. 2024 Aug 5;26(8):1336–45. doi: 10.1038/s41556-024-01465-0

uncropped western blots

Fig. 3H

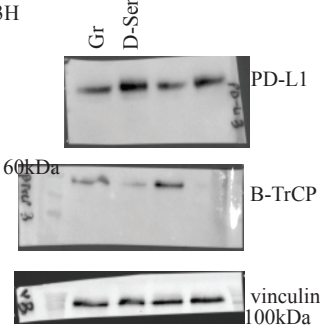

Fig. 3I

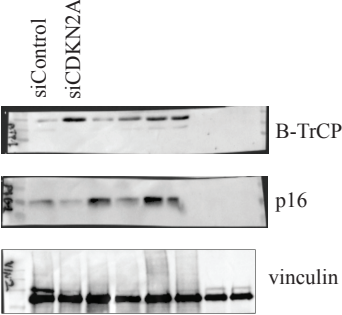

Fig. 3J

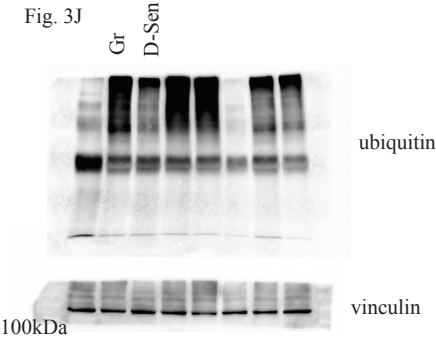

Fig. 3K

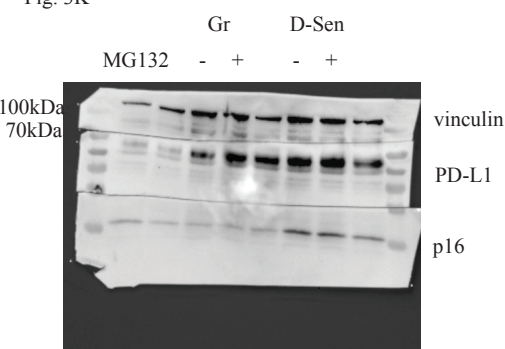

uncropped gels with red dotted line to border the area shown in respective figures

Fig. 3H

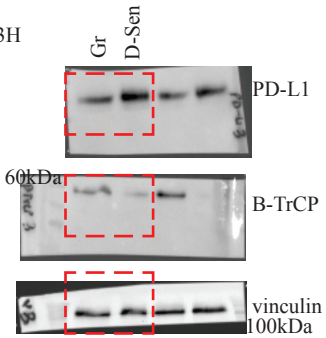

Fig. 3I

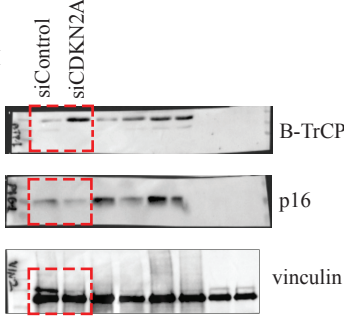

Fig. 3J

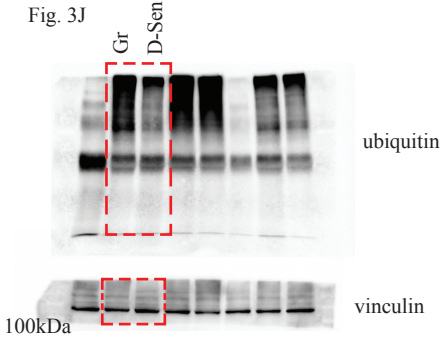

Fig. 3K

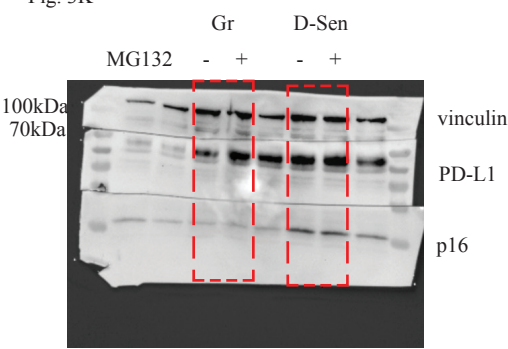

Extended Data Fig. 3B

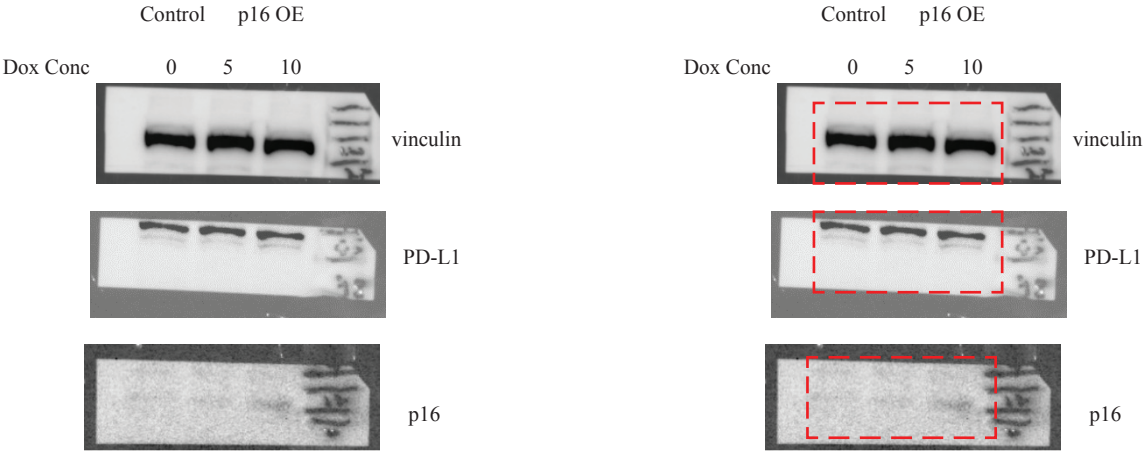

Extended Data Fig. 3C

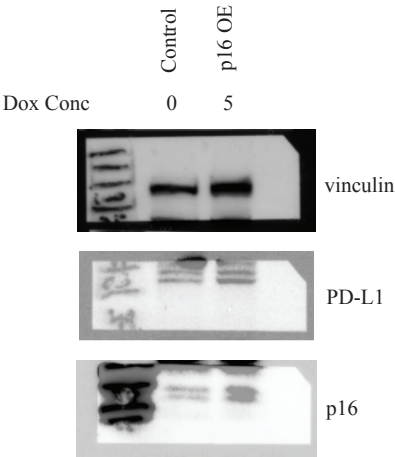

Extended Data Fig. 3C

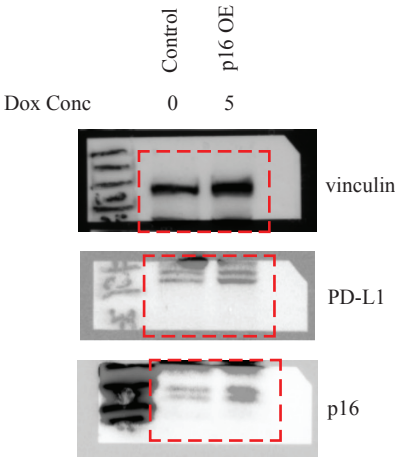

**Supplement:** Supplementary file 7 — Unprocessed western blots.

How the deposited data were processed for this re-analysis (not part of the article)

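Lung epithelial cells (EpCAM-positive, CD31-negative, CD45-negative) of 5 PBS mice and 3 LPS mice were measured by bulk MARS-seq, 10000 cells per mouse. The other experiments of the paper were not analysed here.

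The authors processed the reads with the User-friendly Transcriptome Analysis Pipeline, kept reads that mapped uniquely to the 3′ end of RefSeq genes on mm10 and counted UMIs. The aligner is not given in the sources used here. The authors' deposited table holds raw counts per gene and mouse, and these counts were used for every test. Its 16 other columns of values per mouse were not used, and the authors' mean signal per gene, a mean of counts divided by size factors, served only to check what a mark in the table stands for. The deposited log2 fold changes and p-values come from the authors' comparison with DESeq2, whose version is not given in the sources used here. They run from PBS over LPS, so their sign was turned. Every gene in the table reaches at least 6 counts in some library, and 604 genes have fewer than 30 UMIs in total. Column names of the table give the group and a number that is in no sample label, so that a library could be placed in its group but not tied to a replicate number. The libraries are named by these numbers (s1, s2, s6, s11 and s16 from PBS mice, and s4, s14 and s18 from LPS mice).

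Counts of genes with at least 30 UMIs across the 8 libraries were normalized by TMM and tested with edgeR 4.0.16 (glmQLFit and glmQLFTest) in R 4.3.3, LPS against PBS, with Benjamini-Hochberg adjustment and the thresholds of the methods (adjusted p under 0.05, fold change over 1.25). CPM values are TMM-normalized. Standard errors are the log2 fold change divided by the square root of the quasi-likelihood F. In total 31 gene lists with at least 3 tested members were tested with camera of limma 3.58.1 on log2 CPM (prior count 2, preset correlation 0.01), with adjustment over the lists. The lists were MHC class I, MHC class II, interferon response, cytokines and chemokines, acute phase and antimicrobial genes, Toll-like receptor and NF-κB signalling, ligands that act on macrophages, checkpoint ligands, PD-L1 turnover, senescence and arrest, proliferation, lipid synthesis, extracellular matrix, epithelial morphogenesis and immediate early stress genes, and markers of ciliated, alveolar type II, alveolar type I, club, goblet, basal, transitional alveolar, T and NK, B and plasma, dendritic, endothelial and mesothelial cells, macrophages, neutrophils, fibroblasts, and erythroid cells and platelets. By camera 6 lists were higher and 4 lower, and with an estimated correlation none was called. Group differences of a list's mean log2 CPM per mouse were tested by a two-sided exact permutation test over the 56 splits of 5 and 3 mice, whose smallest p is 0.018. Of the 31 lists, 4 had a permutation p under 0.05, and 0 after adjustment. Reactome pathways of the fgsea package (1.28.0) were matched through Entrez numbers of the RefSeq gene table of GRCm38, which 99.9% of tested genes had.

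The genes named are the 11 labelled in Extended Data Fig. 2c, the genes of proteins the paper measures, the 8 higher and 8 lower genes with the smallest adjusted p and no overlap between the groups (predicted genes left out of the names), and up to 4 members per list with the smallest p. Lists, tests, thresholds and this rule were set before the counts were seen, with the figure already known. Coordinates are those of RefSeq on GRCm38, the assembly of mm10.

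Alternatives were DESeq2 1.42.0, limma-voom, DESeq2 size factors, other filters and fold thresholds, each library left out, a covariate for the macrophage markers, an estimated correlation, fry and fgsea for the lists, and camera and another ranking for the pathways. Thinned libraries, the macrophage list left out, the authors' p-values over the tested genes and 2 sets of PBS libraries left out were added after seeing the data. The tests were run on simulated data first. Genes of multigene families (H2, Ly6, Cd200r) are uncertain, because only uniquely mapping reads were counted. The depth of each library and the level that 3 counts stand for are given with the experiment.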

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

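The tests of abundant and identity genes of macrophages, of the ciliated share, of conducting airway, and both tests on translation were chosen only after the result was seen.

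Of 92 measures of the same 5 PBS libraries (library values, list means and named genes), 7 held a library far from the others. Chance gives about 1 in 20 for a single measure, but these measures overlap and some genes were chosen on these data, so no expected number follows. The macrophage markers took 0.121% of counts in PBS library s2 and 0.0692% to 0.0817% in the other PBS libraries. The mean log2 CPM of MHC class II genes was 6.49 in s1 and 6.90 to 7.01 in the others, and that of erythroid and platelet genes 2.42 in s6 and 3.27 to 3.59 in the others. Scgb1a1, the secretoglobin of club cells, was at 40159 CPM in s16 and at 4316 to 10154 CPM in the other PBS libraries. Wfdc17 was at 1.61 CPM in s2 and at most 0.404 CPM in the others. Cntfr was at 11.1 CPM in s11 and 16.7 to 18.7 CPM in the others, and F2rl1 at 31.0 CPM in s2 and 24.0 to 25.6 CPM in the others.

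Among the higher genes with the smallest adjusted p, 7 are not labelled in the paper's plot. Their log2 fold changes were 3.87 in H2-M2, 1.82 in Acp5, 2.52 in Ly6i, 2.51 in C1qb, 2.03 in Adig, 1.33 in Noxo1 and 1.96 in Sncg.

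Of the 56 splits of the libraries into 5 and 3, 2 gave as many higher genes as the real 185, the real one included. As many lower genes as the real 72 were also given by 2, a share under 0.05 for both. The highest other split, PBS libraries s11, s16 and s6 against the rest, gave 426 and 340. This is more than the real count in both directions and points to a structure among the PBS libraries, for which no label gives a batch. The splits therefore cannot exclude that a structure unrelated to LPS adds to the real counts.

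Macrophage markers were higher in LPS mice although the cells were sorted as CD45-negative. With all libraries thinned to the smallest total, the median log2 fold change was 1.45 (1.42 without thinning), so it was also present at equal depth. Because counts are scaled to library totals, random thinning could hardly have changed it, and depth was not strictly tested. The paper reports more alveolar and interstitial macrophages among the immune cells of inflamed lungs (Fig. 2g), but more macrophages or macrophage RNA in these sorts cannot be told apart from macrophage genes switched on in epithelial cells, because both would raise the same genes. The median was 1.11 (95% bootstrap interval over genes 0.714 to 1.56) over 14 abundant transcripts of alveolar macrophages and 1.23 (interval 0.831 to 1.80) over 10 leukocyte and macrophage identity genes, such as Csf1r and Tyrobp, but 11 and 10 of these genes are markers of the list itself. Whether macrophages of unchanged expression account for the 170 genes called higher outside the list stays open. The test assumed that such macrophages give no gene above the highest marker, at 2.51, with its whole 95% interval. There were 4 (Cd177, H2-M2, Saa3 and Speer4c), fewer than the number set beforehand to argue against this source for the genes as a set. The assumption need not hold, because a marker with some counts from other cells rises by less than the macrophages do. The test therefore cannot decide either way.

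Ciliated cell genes were higher together in LPS mice by camera, though not with an estimated correlation (camera adjusted p = 0.65). The difference per mouse did not pass (two-sided exact permutation test, p = 0.054). A single PBS library with few ciliated transcripts is argued against as the whole cause, since the median log2 fold change was 0.60 without PBS library s6 (0.79 with it). A larger share of ciliated cells in the LPS sorts cannot be told apart from higher expression per ciliated cell, because both move the members together (median correlation of a gene with the mean of the others 0.967, 36 genes), with log2 fold changes from 0.37 to 1.11. More conducting airway in the tissue cannot be told apart, because the median of the ciliated genes exceeded that of the club cell markers by 0.56 (95% bootstrap interval over genes 0.0129 to 0.826), but without PBS library s16 the club markers were at 0.99 and the ciliated genes at 0.79, a difference of -0.20. A change of epithelial composition under LPS stays open and was not tested otherwise.

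Genes of the pathway for targeting nascent proteins to the membrane were lower in LPS mice, with a median log2 fold change of -0.32 over 95 genes. With thinned libraries the median was -0.33, but thinning could hardly have changed it, so that depth was not strictly tested here either. Without PBS libraries s11, s16 and s6 the median was -0.088 (95% bootstrap interval over genes -0.13 to -0.06), so that most of the difference goes with these 3 libraries. Whether they account for all of it cannot be told apart from LPS, because 2 PBS and 3 LPS libraries remain and the exact permutation p over them was 0.20, where 10 splits allow none under 0.05.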

How the results depend on the processing

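Thinned libraries, the macrophage list left out, the authors' p-values over the tested genes and both sets of PBS libraries left out were chosen only after the result was seen. Where no cause is named below, the cause was not tested.

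No paired analysis was possible because the libraries could not be tied to replicate numbers, so that neither a block for pairs nor its list test was run. The numbers of genes higher and lower were within 1.5 times of 185 and 72 with DESeq2 size factors (201 and 75), no filter (186 and 72), filterByExpr (176 and 75), limma-voom (175 and 66), thinned libraries (173 and 68), no fold threshold (185 and 72) and the macrophage list left out (170 and 72). They were 369 and 191 with DESeq2, 366 and 183 with the authors' p-values over the tested genes, 125 and 47 without PBS libraries s11, s16 and s6, and 527 and 381 without PBS libraries s1 and s2. With a fold over 2, 143 and 43 genes were called, since fewer genes can pass. With the macrophage score as a covariate edgeR called 0 and 0 (677 genes at an unadjusted p under 0.05), a fit in which the score nearly stands for the group. Without 1 library the numbers ranged from 47 to 259 higher and from 12 to 95 lower. They were 259 and 95 without PBS library s1, and over 1.5 times fewer than with all libraries without PBS library s11 (71 and 20) and LPS libraries s14 (78 and 20), s18 (47 and 12) and s4 (48 and 12). Reactome pathways were 11 higher and 106 lower, 13 and 95 when ranked by the signed statistic, and 7 and 43 with camera. Depth limits genes near 3 counts per library.

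With the macrophage score as a covariate the lists that kept their direction and no longer passed were cytokines (median 0.13 against 0.59, adjusted p = 0.54), alveolar type II (median -0.28 against -0.31, adjusted p = 0.48) and macrophage (median 0.098 against 1.42, adjusted p = 0.83). There the lists that kept their direction and newly passed were alveolar type I (median -0.60 against -0.15, adjusted p = 0.020), goblet (median 1.15 against 0.45, adjusted p = 0.0499) and T and NK cell (median -0.78 against -0.15, adjusted p = 0.0499). There the direction of the list test turned for Toll-like receptor (median 0.083), checkpoint ligands (median -0.23), proliferation (median -0.043, no longer past the threshold, adjusted p = 0.70), neutrophil (median -1.67, now past the threshold, adjusted p = 0.0030), dendritic (median -0.46), mesothelial (median -0.83) and erythroid and platelet (median -3.07). There the log2 fold change turned for Cd274 (-0.76), Scgb1a1 (0.60), Rela (0.18), Cd1d1 (-0.15), Cdk6 (0.26), Clca1 (1.21), Irf8 (-0.48), Itgae (-0.41), Mcm2 (0.17), Mmp9 (-1.55), Plaur (-0.047), Rspo1 (-0.83) and Tlr2 (-0.29), of which Plaur had been called.

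Without PBS libraries s11, s16 and s6 the lists that kept their direction and no longer passed were interferon response (median 0.14 against 0.60, adjusted p = 0.098) and alveolar type II (median -0.11 against -0.31, adjusted p = 0.24). There the lists that kept their direction and newly passed were MHC class II (median 0.21 against 0.077, adjusted p = 0.0018), alveolar type I (median -0.35 against -0.15, adjusted p = 0.035), club (median 0.57 against 0.23, adjusted p = 0.0036), goblet (median 0.86 against 0.45, adjusted p = 0.0094), basal (median -0.98 against -0.51, adjusted p = 0.0061) and endothelial (median -0.35 against -0.076, adjusted p = 0.0090). There the direction of the list test turned for immediate early (median -0.12), neutrophil (median -0.12) and erythroid and platelet (median -0.82). There the log2 fold change turned for H2-Aa (0.059), Scgb1a1 (1.37), Krt8 (-0.073) and Cd44 (0.28), none of which had been called.

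Without PBS libraries s1 and s2 the lists that kept their direction and no longer passed were MHC class I (median 0.27 against 0.26, adjusted p = 0.099), cytokines (median 0.38 against 0.59, adjusted p = 0.21), proliferation (median -0.22 against -0.25, adjusted p = 0.16), extracellular matrix (median -0.21 against -0.24, adjusted p = 0.23) and fibroblast (median -0.35 against -0.77, adjusted p = 0.39). There the direction of the list test turned for epithelial morphogenesis (median 0.080), alveolar type I (median 0.011), basal (median 0.058), B and plasma cell (median -0.037) and endothelial (median 0.19). There the log2 fold change turned for Mki67 (0.14), H2-Ab1 (-0.059), Epcam (0.11), Krt5 (0.56), Cdk4 (-0.038), Aqp3 (0.058), Gp9 (0.055) and Upk1b (0.14), none of which had been called.

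With an estimated correlation the lists that no longer passed were MHC class I (median 0.26, adjusted p = 0.65), interferon response (median 0.60, adjusted p = 0.65), cytokines (median 0.59, adjusted p = 0.65), acute phase (median 0.31, adjusted p = 0.65), proliferation (median -0.25, adjusted p = 0.65), extracellular matrix (median -0.24, adjusted p = 0.71), ciliated (median 0.79, adjusted p = 0.65), alveolar type II (median -0.31, adjusted p = 0.65), macrophage (median 1.42, adjusted p = 0.43) and fibroblast (median -0.77, adjusted p = 0.71). With fry the lists that no longer passed were MHC class I (adjusted p = 0.21), interferon response (adjusted p = 0.21), cytokines (adjusted p = 0.21), acute phase (adjusted p = 0.15), proliferation (adjusted p = 0.25), extracellular matrix (adjusted p = 0.40), ciliated (adjusted p = 0.25), alveolar type II (adjusted p = 0.21) and fibroblast (adjusted p = 0.47). With fgsea the lists that no longer passed were MHC class I (adjusted p = 0.12) and extracellular matrix (adjusted p = 0.067). Newly past the threshold was MHC class II (median 0.077, adjusted p = 0.032). The direction of the test turned for Toll-like receptor (median -0.092) and B and plasma cell (median -0.29). With limma-voom the log2 fold change of Scgb1a1 was 0.36 (-0.06 in edgeR). With DESeq2 size factors the exact permutation p of the MHC class I list rose from 0.036 to 0.054, at a difference of 0.25.

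With 1 library left out, the lists whose test crossed the threshold or turned, with the range of their medians and the libraries concerned, were ligands acting on macrophages (-0.090 to 0.13, without s18), checkpoint ligands (-0.16 to -0.0098, without s18), senescence (-0.30 to -0.059, without s18), proliferation (-0.35 to -0.19, without s4), lipid synthesis (-0.39 to -0.061, without s18), extracellular matrix (-0.37 to -0.16, without s18), club (-0.034 to 0.99, without s16 and s4), goblet (0.054 to 0.78, without s16), T and NK cell (-0.49 to 0.018, without s18), B and plasma cell (-0.61 to -0.084, without s1, s2 and s18), neutrophil (-0.19 to 0.20, without s1, s6 and s18), endothelial (-0.25 to 0.22, without s18), fibroblast (-1.31 to -0.37, without s2 and s18) and erythroid and platelet (-1.58 to 0.0042, without s6 and s4). The differences in mean log2 CPM per mouse whose exact permutation p crossed 0.05 were those of MHC class I (0.21 to 0.29, without s11, s16, s1, s2, s14 and s4), MHC class II (0.25 to 0.38, without s16, s2, s6, s14, s18 and s4), interferon response (0.51 to 0.77, without s18), cytokines (0.54 to 0.75, without s11, s16, s1, s2, s6, s18 and s4) and acute phase (0.64 to 0.90, without s16 and s4). With a library left out fewer splits remain and the smallest possible p is larger, so that a crossing alone does not show dependence on that library. The log2 fold changes that turned were those of H2-Aa (-0.087 to 0.00083, without s14), Epcam (-0.19 to 0.023, without s1 and s4), Scgb1a1 (-0.49 to 0.95, without s16 and s4), Krt5 (-0.61 to 0.043, without s1 and s14), Mapk14 (-0.11 to 0.0078, without s14), Cd44 (-0.43 to 0.021, without s14), Cd48 (-0.86 to 0.16, without s16) and Gp9 (-1.58 to 0.0042, without s18), none of which had been called.

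Macrophage and ciliated lists passed camera at the preset correlation in every leave-one-out, with medians of 1.04 to 1.62 and 0.60 to 0.93. With all libraries and an estimated correlation neither passed (camera adjusted p = 0.43 and 0.65). Over all results and alternatives, 2762 comparisons kept their direction and side of the threshold, 211 no longer passed, 105 newly passed, 67 turned and 20 counts moved.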

Differences from the paper's values

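All tests named here as added were chosen after seeing the data. No log2 fold change of the 11 genes labelled in Extended Data Fig. 2c differed from the value read by eye from the plot by more than its standard error. The plot was read after the own values had been seen, and both come from the same libraries, so this closeness is no independent check.

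The paper's plot labels Wfdc17 among the significant genes, and edgeR did not call it (log2 fold change 2.93, adjusted p = 0.10), while it called the 10 others. Wfdc17 was called without PBS library s2 (4.74, adjusted p = 0.043), and under 2 alternatives added after seeing the values, without PBS libraries s1 and s2 (4.37, adjusted p = 0.046) and with the authors' p-values over the tested genes (3.15, adjusted p = 0.046).

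The paper's bar plot of Gene Ontology terms (Extended Data Fig. 2d) shows Toll-like receptor signalling as higher and epithelial morphogenesis as lower in inflamed mice. Other gene sets were used here, and the lists closest to them did not pass (median log2 fold change -0.09 over 19 genes, camera adjusted p = 0.68, and 0.0045 over 25 genes, camera adjusted p = 0.76). Their means (0.02 and -0.03) and their scores in fgsea (NES 0.97 and -0.96, both adjusted p = 0.65) had the signs the paper shows, and their medians the opposite ones. None of these passed, so that no direction can be read from either list. Lists of MHC class I presentation, cytokines and interferon response went the way the paper shows (median 0.26, 0.59 and 0.60, camera adjusted p = 0.016, 0.0053 and 2.6e-05), but none of them passed with an estimated correlation (adjusted p = 0.65 for each). Interferon response did not pass without PBS libraries s11, s16 and s6 (median 0.14, camera adjusted p = 0.098), nor MHC class I and cytokines without PBS libraries s1 and s2 (camera adjusted p = 0.099 and 0.21), 2 alternatives added after seeing the values. Per mouse, the interferon difference did not pass (two-sided exact permutation test, p = 0.071).

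At the thresholds of the methods, the authors' deposited table holds 368 genes higher and 179 lower in LPS mice, and edgeR called 185 and 72, of which 183 and 72 are also called in the authors' deposited table. DESeq2 on the tested genes called 369 and 191. A mark in the authors' deposited table is set for 224 higher and 69 lower genes. The mark is set for exactly the genes with an adjusted p under 0.05, a fold over 2 and a mean signal over 5, and with a fold over 2 edgeR called 143 and 43. Over the tested genes, the log2 fold changes had a correlation of 0.9997 with those in the authors' deposited table. The paper's text gives no count.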

Other observations

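Of the tests in this part, those without PBS libraries s11, s16 and s6 and without PBS libraries s1 and s2 were chosen only after the result was seen, and no explanation is offered.

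Alveolar type II markers were lower as a list in LPS mice (median log2 fold change -0.31 over 17 genes, camera adjusted p = 0.00098, and adjusted p = 0.65 with an estimated correlation). Chia1, an acidic chitinase, was the 1 member called lower (1 when adjusted over the list alone), at 498 ± 48.0 CPM (SD, n = 3) in LPS mice and 950 ± 225 CPM (SD, n = 5) in PBS mice, and Sftpb, surfactant protein B, had a log2 fold change of -0.62 (standard error 0.22, adjusted p = 0.17 from edgeR, and 0.024 with DESeq2). The list did not pass without PBS libraries s11, s16 and s6 (median -0.11, camera adjusted p = 0.24). Its difference per mouse did not pass either (two-sided exact permutation test, p = 0.054). Fibroblast markers were lower in all 16 members (median -0.77, camera adjusted p = 0.0061, and adjusted p = 0.71 with an estimated correlation), with no member called by edgeR, also when adjusted over the list alone, DESeq2 or limma-voom and 4 lower at an unadjusted p under 0.05, and proliferation genes were lower in 21 of 24 (median -0.25, camera adjusted p = 0.0085, and adjusted p = 0.65 with an estimated correlation), with 1 member lower by DESeq2 and when adjusted over the list alone, none by edgeR or limma-voom over all genes and 4 lower at an unadjusted p under 0.05. The fibroblast list did not pass without LPS library s18 (median -0.37, camera adjusted p = 0.16), without PBS library s2 (-0.65, camera adjusted p = 0.0516) or without PBS libraries s1 and s2 (-0.35, camera adjusted p = 0.39), and the proliferation list did not pass without LPS library s4 (-0.19, camera adjusted p = 0.12) or without PBS libraries s1 and s2 (-0.22, camera adjusted p = 0.16). Per mouse, neither the fibroblast list (two-sided exact permutation test, p = 0.14) nor the proliferation list (p = 0.16) passed. Mcm5, of the replicative helicase, had a log2 fold change of -0.99 (adjusted p = 0.058 from edgeR, and 0.032 with DESeq2).

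Other lists did not pass in camera. Of 16 genes of the transitional alveolar state 2 were higher, Cldn4, a claudin (log2 fold change 1.38, adjusted p = 0.018), and Plaur (1.02, adjusted p = 0.044), with a list median of 0.20 (camera adjusted p = 0.26; 3 higher and 1 lower when adjusted over the list alone). Of 17 senescence and arrest genes 1 was higher, Plaur, and 1 lower, Igfbp6 (-1.19, adjusted p = 0.015), with a median of -0.23 (camera adjusted p = 0.76; the same numbers when adjusted over the list alone). Hmgcs1, of cholesterol synthesis, was the 1 lower gene of 23 for lipid synthesis (-0.60, list median -0.19, camera adjusted p = 0.18), and Fos the 1 higher of 22 immediate early genes (1.02, median 0.07, camera adjusted p = 0.34), while 1 and 2 members passed when adjusted over the list alone. Pf4, a platelet chemokine, was the 1 higher of 3 erythroid and platelet genes (1.05, median -0.40, mean -0.01, camera adjusted p = 0.80). Without LPS library s18 edgeR called none of Chia1, Cldn4, Plaur, Igfbp6, Hmgcs1, Fos and Pf4 (adjusted p from 0.072 in Igfbp6 to 0.16 in Plaur). Some of these lists passed with libraries left out. Lipid synthesis passed without LPS library s18 (median -0.39, camera adjusted p = 0.0024), club cells without PBS library s16 (0.99, camera adjusted p = 0.0020) and without LPS library s4 (0.40, camera adjusted p = 0.037), and goblet cells without PBS library s16 (0.78, camera adjusted p = 0.0093). Without PBS libraries s11, s16 and s6, club (0.57, camera adjusted p = 0.0036), goblet (0.86, camera adjusted p = 0.0094), alveolar type I (-0.35, camera adjusted p = 0.035), basal (-0.98, camera adjusted p = 0.0061) and endothelial markers (-0.35, camera adjusted p = 0.0090) passed. With all libraries none was called by edgeR among markers of alveolar type I (median -0.15, camera adjusted p = 0.41), club (0.23, 0.18), goblet (0.45, 0.25), basal (-0.51, 0.59), endothelial (-0.08, 0.64) and mesothelial cells (0.85, 0.25). At an unadjusted p under 0.05 these lists held 5, 4, 1, 0, 1 and 2 genes, and DESeq2 called 1 lower alveolar type I and 1 higher club cell marker, limma-voom 1 lower alveolar type I marker. When adjusted over the list alone, 1 alveolar type I marker was higher and 1 lower, and none of the other 5 lists had a call.

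Of 32 tested genes of proteins that the paper measures, H2-K1 was called by edgeR. The paper measures them as proteins, in part between cell clusters or by p16 level, and studies PD-L1 turnover in cultured fibroblasts. RNA of these sorts in LPS against PBS mice is another measure and does not test those results. Cd274, which encodes PD-L1, was at 9.42 ± 4.00 CPM (SD, n = 3) in LPS mice and 2.87 ± 1.95 CPM (SD, n = 5) in PBS mice, with a log2 fold change of 1.66 (standard error 0.45) that did not pass in edgeR (adjusted p = 0.091). It passed in DESeq2 (1.69, adjusted p = 0.032), without PBS library s2 (2.11, adjusted p = 0.045), without PBS libraries s1 and s2 (2.36, adjusted p = 0.029), which were left out after seeing the data, and in the authors' deposited table (adjusted p = 0.036). Macrophage markers were higher in the same LPS mice. With their mean as a covariate, which by itself separates the groups, the log2 fold change of Cd274 turned to -0.76 (adjusted p = 0.93 from edgeR). This fit called no gene of the whole table and leaves the group effect poorly determined, so it cannot tell where the Cd274 difference comes from. Cdkn1a had a log2 fold change of 0.28 (adjusted p = 0.40) and Trp53 one of -0.46 (adjusted p = 0.25), and Cdkn2a is not among the genes of the table. Of 24 genes of PD-L1 turnover none was called by edgeR or limma-voom (median -0.07, camera adjusted p = 0.28), 1 was higher and 3 lower at an unadjusted p under 0.05, and DESeq2 called 2 lower (1 higher and 2 lower by edgeR when adjusted over the list alone). Of 11 checkpoint ligands none was called by edgeR or limma-voom (median -0.13, mean 0.20, camera adjusted p = 0.85), 3 were higher and 1 lower at an unadjusted p under 0.05, and DESeq2 called 2 higher (2 higher and 1 lower by edgeR when adjusted over the list alone).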
